# Transcriptomic profiling of the myeloma bone-lining niche reveals BMP signalling inhibition to improve bone disease

**DOI:** 10.1038/s41467-019-12296-1

**Published:** 2019-10-04

**Authors:** Sarah Gooding, Sam W. Z. Olechnowicz, Emma V. Morris, Andrew E. Armitage, Joao Arezes, Joe Frost, Emmanouela Repapi, James R. Edwards, Neil Ashley, Craig Waugh, Nicola Gray, Erik Martinez-Hackert, Pei Jin Lim, Sant-Rayn Pasricha, Helen Knowles, Adam J. Mead, Karthik Ramasamy, Hal Drakesmith, Claire M. Edwards

**Keywords:** Cancer microenvironment, Bone, Myeloma

## Abstract

Multiple myeloma is an incurable, bone marrow-dwelling malignancy that disrupts bone homeostasis causing skeletal damage and pain. Mechanisms underlying myeloma-induced bone destruction are poorly understood and current therapies do not restore lost bone mass. Using transcriptomic profiling of isolated bone lining cell subtypes from a murine myeloma model, we find that bone morphogenetic protein (BMP) signalling is upregulated in stromal progenitor cells. BMP signalling has not previously been reported to be dysregulated in myeloma bone disease. Inhibition of BMP signalling in vivo using either a small molecule BMP receptor antagonist or a solubilized BMPR1a-FC receptor ligand trap prevents trabecular and cortical bone volume loss caused by myeloma, without increasing tumour burden. BMP inhibition directly reduces osteoclastogenesis, increases osteoblasts and bone formation, and suppresses bone marrow sclerostin levels. In summary we describe a novel role for the BMP pathway in myeloma-induced bone disease that can be therapeutically targeted.

## Abstract (web summary)

Multiple myeloma is a cancer of the bone marrow that can induce bone disease. Here, the authors profile the transcriptome of bone-lining cells and find a targetable role of bone morphogenetic protein (BMP) signalling in myeloma-induced bone-disease

## Introduction

Multiple myeloma is an incurable malignancy of terminally differentiated plasma cells with a remarkable ability to manipulate the bone marrow environment^1^. Increased and uncoupled local bone remodelling results in the characteristic osteolytic bone disease, typified by destruction of large areas of mature bone. These lesions frequently cause bone pain, and lead to complications, including pathological fractures, vertebral collapse, cord compression, hypercalcaemia and generalised osteoporosis^2^. Myeloma patients may present with bone disease at diagnosis or develop it during the course of their illness, and it is standard practice to treat with bisphosphonates or similar anti-resorptive therapies to minimise further bone loss. However, no current therapy can restore pre-existing bone loss. Furthermore at disease relapse, bone pain may return and osteolytic lesions progress. There is hence an urgent need to develop new approaches to combat myeloma bone disease.

In adult bone homeostasis, endosteal surfaces are lined with quiescent ‘bone-lining cells’^3^ (BLCs), originating from skeletal stem cells, which become activated when bone remodelling is required, to become matrix-secreting osteoblasts^4,5^. However, in the presence of active myeloma, this BLC layer is disrupted, with impaired osteoblast differentiation and function resulting in an inability to repair damage. An expansion in osteoclast number and activity, coupled to maturation arrest and reduction in osteoblast numbers, tips the normal balance between bone loss and bone formation decisively towards loss^2^. Various signalling pathways are implicated in the osteoblast differentiation block, including activin A, tumour growth factor-β (TGFβ), Notch and Wnt pathways^6^. Wnt inhibitors Dkk1 and sclerostin are elevated in the serum and bone marrow of patients with myeloma, and blocking their action improves myeloma bone disease pre-clinically^7–9^.

With increasing numbers of myeloma tumour genomes sequenced, substantial knowledge has been gained regarding genetic changes in myeloma cells^10^. However, the transcriptional changes that occur in the bone marrow niche compartments surrounding and supporting myeloma in vivo are unknown. Since alterations in the myeloma niche are key in supporting tumour survival, the changes that occur when myeloma develops must be better understood in order to identify new therapeutic approaches to manage bone pathology.

Based on the hypothesis that myeloma invasion would induce changes in niche gene expression profiles, we performed BLC transcriptome profiling in an in vivo myeloma murine model. Our analysis revealed upregulation of the bone morphogenetic protein (BMP) signalling pathway in mesenchymal stromal progenitor cells in myeloma-bearing mice. BMPs have been shown to have directly toxic effects on myeloma cells in vitro^11–13^; here we show that experimental inhibition of this signalling pathway in multiple myeloma models restored bone mass without any adverse effect on tumour bulk, revealing a novel role for BMP signalling in myeloma bone disease.

## Results

### BMP signalling is altered in the myeloma bone-lining niche

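RNA-Seq libraries were made from 38 aliquots of 100 sorted cells each. C57Bl/KaLwRij mice were inoculated intravenously with vehicle or with 1000000 5TGM1-GFP cells, a mouse myeloma line that carries green fluorescent protein, and the experiment was ended on day 23. There were 5 libraries of endothelial cells, 5 of stromal progenitors and 4 of osteoprogenitors from healthy mice, the same numbers from myeloma-bearing mice, and 5 libraries of myeloma cells from each of the bone lining and the central bone marrow. Each library has a letter in its code, which is used here to name replicates, and the deposited labels do not state that a letter stands for a single mouse. cDNA was amplified from the sorted cells by the SmartSeq2 method and sequenced in single-end reads. The authors aligned the reads to the mouse genome GRCm38, counted them on genes with featureCounts, kept genes above 1 CPM in at least 4 samples, and deposited a table of RPKM values with genes listed by symbol. The table does not state the strand of the reads. Within a library all values of a gene are multiples of the value of a single read, which gave back the number of reads behind every value for every gene in the table. The library sizes that the table implies differed by at most 0.0374% from those given by TMM scaling of these reads.

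Reads on genes ranged from 14708562 to 27480008 (median 22916814) in endothelial cells of healthy mice and from 12638287 to 30556601 (median 18906615) in those of myeloma-bearing mice. In stromal progenitors they ranged from 23159579 to 30768538 (median 28187009) in healthy mice and from 17269127 to 34883291 (median 28245362) in myeloma-bearing mice. Osteoprogenitor libraries held 13030025 to 21789966 reads (median 15783750) and 11991647 to 19632916 reads (median 15884670), respectively. Myeloma cells held 9735031 to 17834395 reads (median 16097389) from the bone lining and 12980720 to 17972882 (median 14133940) from the central marrow. Amplified reads are not independent molecules, so these depths describe counting error only, and 100 cells per library limit the number of molecules sampled.

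For each comparison of 2 groups, limma was run here on log2(RPKM + 1) with only the libraries compared in the fit, over genes above 1 RPKM in at least 4 of them. A gene was called differentially expressed at the paper's thresholds, a Benjamini-Hochberg adjusted p-value below 0.1 and an absolute log2 fold change above 1. Values of single genes are means in RPKM with the SD between libraries, and gene positions are on GRCm38.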

To examine how myeloma alters gene expression within the bone-lining niche in vivo, we isolated and performed RNA-sequencing (RNA-Seq) on distinct cell populations from the bones of mice previously inoculated with 5TGM1-GFP (green fluorescent protein) myeloma cells, or non-tumour controls. This model was selected because of its recapitulation of human myeloma bone disease^14^. Using an approach to isolate endosteal niche populations reported by Nakamura et al.^15^, we sorted osteoprogenitors (ALCAM+Sca1−), stromal progenitor cells (Sca1+ALCAM−^15,16^), and endothelial cells (CD31+) from the bone-lining, and GFP+ myeloma cells from the bone-lining and central bone marrow using multi-colour fluorescence-activated cell sorting (Fig. 1a and Supplementary Fig. 1). Gene expression analysis with multidimensional scaling (MDS) demonstrated separation of cell types (Fig. 1b). 

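Distances between libraries were calculated over 12683 genes as the root mean square of the 500 largest differences in log2(RPKM + 1) for each pair. The nearest library was of the same cell type for all 38 libraries, with myeloma cells of both niches counted as a single type, and this number was also 38 with a larger number of differences per pair, a pseudocount of 0.1, no filter on low values or a Spearman distance. Within a cell type the median distance was 3.04 (45 pairs, range 2.38 to 3.54) for myeloma cells, 4.88 (28 pairs, 4.17 to 5.52) for osteoprogenitors, 5.32 (45 pairs, 4.54 to 6.14) for stromal progenitors and 6.15 (45 pairs, 4.98 to 7.29) for endothelial cells. Between cell types it ran from 5.47 (80 pairs, 4.67 to 6.33) for osteoprogenitors against stromal progenitors to 7.32 (100 pairs, 6.91 to 7.64) for myeloma cells against stromal progenitors. Distances between osteoprogenitors and stromal progenitors thus overlapped the distances within each of these types. The first dimension of the scaling held 28.8% of the variation and the second 13.1%. In endothelial cells the median distance was 6.02 (20 pairs) between libraries of the same group of mice and 6.20 (25 pairs) between healthy and myeloma-bearing mice. These distances were 5.30 (20 pairs) and 5.32 (25 pairs) in stromal progenitors, and 4.88 (12 pairs) and 4.83 (16 pairs) in osteoprogenitors. In myeloma cells the median was 2.76 (20 pairs) within a niche and 3.05 (25 pairs) between the niches.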

A heat map was generated using marker gene expression for each cell type (Supplementary Table 1), confirming cell-type-specific expression profiles (Fig. 1b and Supplementary Fig. 2). 

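Of the genes in Supplementary Table 1, 28 were each set against a single cell type that they mark. Ly6a, listed for stromal progenitors and for endothelial cells, Cxcl12, listed for these and for osteoprogenitors, and Lepr and Pdgfrb, listed for stromal progenitors and for osteoprogenitors, were set against stromal progenitors. A marker was counted where its mean log2(RPKM + 1) was highest in its own cell type and higher than in each other type by limma over all 38 libraries, at an adjusted p-value below 0.1. This held for 21 of the 28 markers, which were 6 of 7 endothelial, 4 of 5 myeloma, 10 of 10 osteoprogenitor and 1 of 6 stromal progenitor markers, of which these 4 are shared with other cell types. With niche libraries of healthy mice only, the setting that moved this number most, it was 18. Cdh5 averaged 275 ± 90.2 RPKM (SD, n = 10) in endothelial cells and at most 0.415 RPKM in another cell type. Igj averaged 5803 ± 2098 RPKM (SD, n = 10) in myeloma cells and at most 3.16 RPKM elsewhere, and Dkk1 28.1 ± 22.3 RPKM (SD, n = 8) in osteoprogenitors and at most 0.0116 RPKM elsewhere. Prrx1, the stromal progenitor marker that was counted, averaged 83.2 ± 40.4 RPKM (SD, n = 10), against 28.3 RPKM in osteoprogenitors, a log2 difference of 1.77 (adjusted p = 0.0557). Ly6a, which encodes Sca1, averaged 1398 ± 662 RPKM (SD, n = 10) in stromal progenitors and 4442 RPKM in endothelial cells, a log2 difference of -1.69 (adjusted p = 0.0321). Cxcl12 averaged 174 ± 146 RPKM (SD, n = 10) in stromal progenitors and 242 RPKM in endothelial cells. Its smallest log2 difference from another cell type was -0.96, and its largest adjusted p-value in limma 0.587. Pdgfra was higher in stromal progenitors than in osteoprogenitors by 1.00 on the log2 scale (adjusted p = 0.134), Lepr by 0.31 (adjusted p = 0.905) and Pdgfrb by 0.10 (adjusted p = 0.990). Cxcr4 was higher in myeloma cells than in endothelial cells by 0.95 (adjusted p = 0.105), and Vcam1 was higher in endothelial cells than in osteoprogenitors by 0.99 (adjusted p = 0.453).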

Stromal progenitors and osteoprogenitors underwent further characterisation; significant increases in alkaline phosphatase, *osteocalcin* and *osterix* were detected in sorted osteoblasts as compared to stromal progenitors. Differentiation studies of isolated stromal progenitor and osteoprogenitor populations from healthy mice demonstrated the multi-lineage potential of stromal progenitors to differentiate into osteoblasts and adipocytes, as compared to the restricted differentiation of sorted osteoprogenitors (Supplementary Figs. 3–5).

**Fig. 1:**
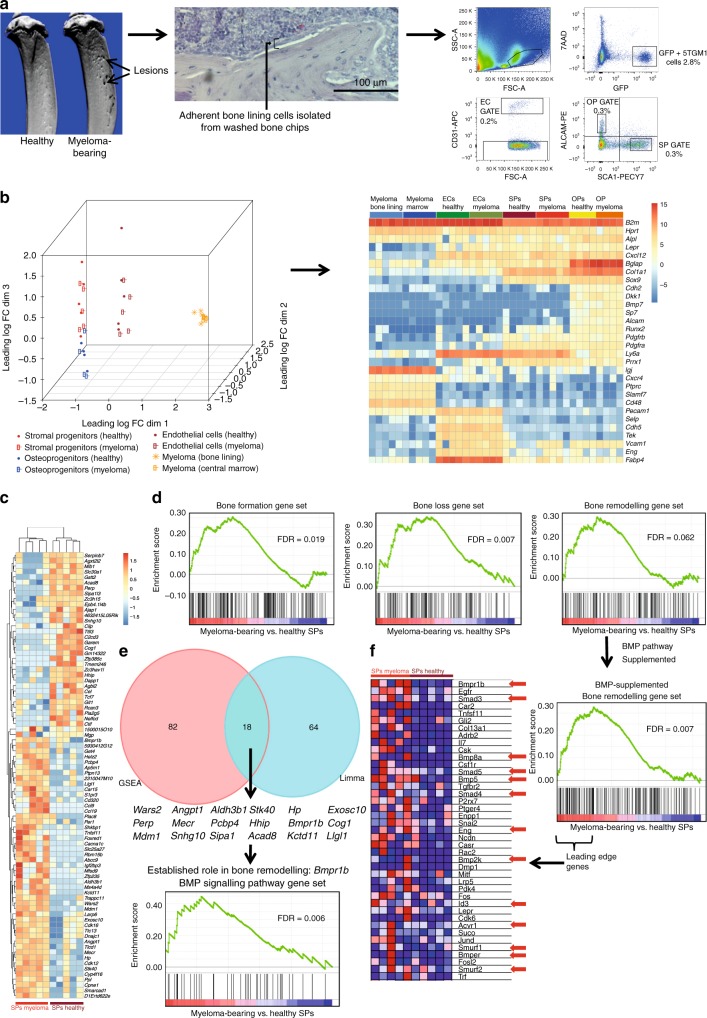
Transcriptome profiling of bone-lining niche components from myeloma-bearing mice identifies dysregulated BMP signalling. **a** Bone-lining cells disassociated from the bone surface of hindlimb long bones using enzyme digestion were FACS-sorted for RNA-Seq in 100 cell aliquots. Percentages shown are a proportion of the live cell gate. GFP+ cell abundance varied with tumour burden. The full gating strategy is shown in Supplementary Fig. 1. **b** Multidimensional Scaling (MDS) plot of the four cell types sorted, using leading log-fold changes in gene expression between each pair of samples. To confirm cell phenotypes, a heat map was generated using established marker gene expression for each cell type (colour scale; log RPKM values). **c** Heat map of stromal progenitor gene expression, showing genes differentially expressed with adj. *p* value <0.1 and abs(log 2FC) >1 (*n* = 82) (colour scale; centred and scaled log RPKM values). **d** Myeloma-bearing vs. healthy stromal progenitor GSEA enrichment plots for bone formation (FDR 0.019), bone loss (FDR 0.007) and bone remodelling (FDR 0.062) gene sets. **e** Overlap between limma-generated differentially expressed genes (adj. *p* value <0.1 and abs(log 2FC) >1) and GSEA-ranked top 100 genes (*n* = 18). Only *Bmpr1b* has established role in bone remodelling. GSEA of BMP signalling gene set showed enrichment in myeloma-bearing vs. healthy stromal progenitors (FDR 0.006). **f** The bone remodelling gene set (*n* = 151) supplemented with BMP family members (*n* = 44, 21%) and reanalysed: FDR decreased from 0.062 to 0.007. The gene set leading edge is shown, comprising 32% BMP pathway members, targets or interactors (marked with red arrows). Colour scale as per GSEA algorithm: the range of colours (red, pink, light blue, dark blue) shows the range of RPKM expression values (high, moderate, low, lowest). OP: osteoprogenitors; SP: stromal progenitors; EC: endothelial cells

We assessed differential gene expression using the voom-limma method^17–19^, with significance criteria of adjusted *p* value < 0.1 and abs(log 2FC) >1. 

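Myeloma cells from the bone lining were compared with those from the central bone marrow over 8857 genes. The thresholds were passed by 18 genes, of which 13 were higher and 5 lower in the bone lining. An unadjusted p-value below 0.05 was found for 530 genes, against a median of 391 when the same libraries were split otherwise. With all 38 libraries in a single fit 26 genes passed, 12 higher and 14 lower, and 6 of them were among the 18. With voom-limma in that fit, chosen after the data were seen, 12 genes passed, 4 higher and 8 lower. Of these 12, only 2 were among the 18, Cd69 and Gpr183. Fos (chromosome 12, 85473890 to 85477274) averaged 93.2 ± 51.9 RPKM (SD, n = 5) in the bone lining and 8.33 ± 10.1 RPKM (SD, n = 5) in the central marrow, a log2 fold change of 4.05 (standard error 0.67, adjusted p = 0.0182). Cd69 (chromosome 6, 129267324 to 129275375) averaged 90.1 ± 50.8 and 5.82 ± 4.31 RPKM, a log2 fold change of 3.95 (standard error 0.57, adjusted p = 0.0127). The next largest rises were those of Fosb (chromosome 7, 19302696 to 19310118), with a log2 fold change of 3.26, Sh3bgrl3 (chromosome 4, 134127406 to 134128733), with a log2 fold change of 3.08, and the long non-coding RNA 1810034E14Rik (chromosome 13, 64248700 to 64268145), with a log2 fold change of 2.99. Sh3bgrl3 had only 3 to 9 reads per library in the central marrow.

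The largest fall was that of the small nucleolar RNA Snord69 (chromosome 14, 31014293 to 31014351), with a log2 fold change of -3.64 (standard error 0.67, adjusted p = 0.0361). Snord69 had 0 to 10 reads per library in the bone lining and 27 to 52 in the central marrow, and it lies inside Gnl3 (31012433 to 31019131), so its reads may include Gnl3 transcripts. Mir17hg (chromosome 14, 115044390 to 115046728), the host transcript of a microRNA cluster, had a log2 fold change of -2.94, Thap4 (chromosome 1, 93705391 to 93754838) of -2.03 and Fam212a, now Inka1 (chromosome 9, 107984223 to 107985916), of -1.97. Myc (chromosome 15, 61985341 to 61990361) averaged 23.6 ± 11.9 RPKM (SD, n = 5) in the bone lining and 84.9 ± 13.2 RPKM (SD, n = 5) in the central marrow, a log2 fold change of -1.93 (standard error 0.32, adjusted p = 0.0182). With no filter on low values a single gene passed, Nfkbia, and without replicate D 3 genes passed, Cd69, Dusp14 and Nfkbia. Voom-limma on the recovered reads of the same libraries, a setting chosen after the data were seen, gave 9 genes, of which 6 were among the 18.

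**Figure D1:**
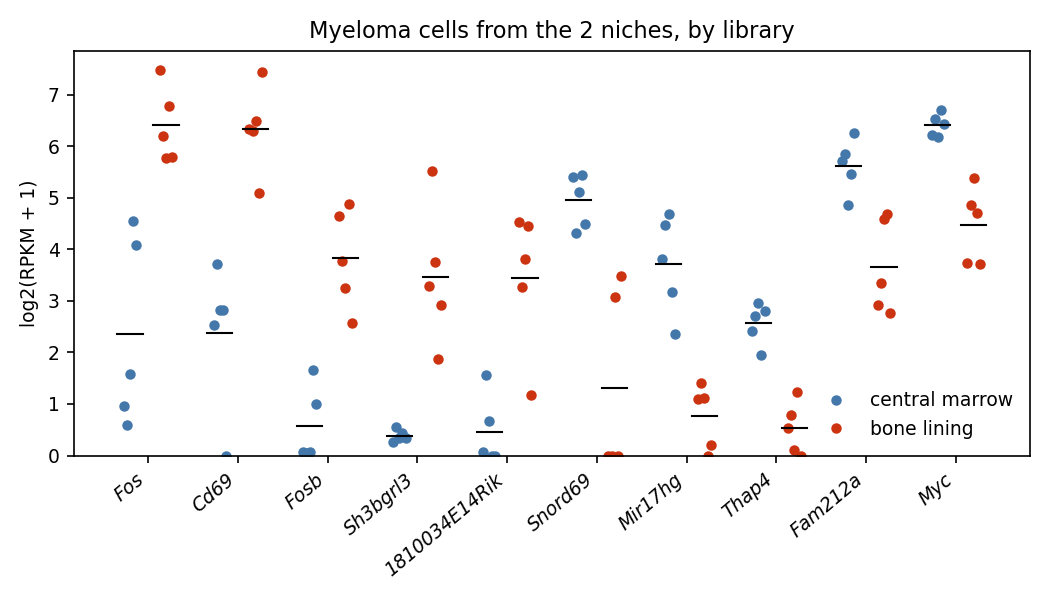
Expression, as log2(RPKM + 1), of the 5 genes with the largest rise and the 5 with the largest fall between myeloma cells of the 2 niches. Each point is a library (n = 5 per niche) and each bar the mean, and the bone lining lies above the central marrow for the first 5 genes and below it for the other 5 on average.

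In endothelial cells, 414 of 7880 genes had an unadjusted p-value below 0.05 between myeloma-bearing and healthy mice. Other splits of the same libraries gave a median of 369. The thresholds were passed by 0 genes. The number rose most when all 38 libraries, in 8 groups, entered the fit, so that every cell type shared 1 estimate of the spread: 258 genes then passed. In the same fit, voom-limma on the recovered reads, chosen after the data were seen, gave 251 genes, 186 higher and 65 lower in myeloma-bearing mice, and 127 genes were in both lists.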

We found only 6 differentially expressed genes between myeloma cells from the two niches (bone-lining vs. central bone marrow), and 251 differing between endothelial cells from myeloma-bearing and control mice. There were greater transcriptome differences in stromal progenitor (82 genes) than osteoprogenitor (28 genes) subsets. 

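In stromal progenitors, 0 of 8747 genes passed the thresholds. An unadjusted p-value below 0.05 was found for 437, against a median of 427 when the same libraries were split otherwise. In osteoprogenitors, 1 of 8664 genes passed and 422 had an unadjusted p-value below 0.05, against a median of 417 in other splits. The gene was Ifi27l2a (chromosome 12, 103433873 to 103443680), which averaged 109 ± 85.4 RPKM (SD, n = 4) in myeloma-bearing and 0.0855 ± 0.171 RPKM (SD, n = 4) in healthy mice. Its libraries held 277 to 1949 reads in myeloma-bearing and 0 to 2 reads in healthy mice, so that its mean was at least 245-fold higher when healthy mice are taken at 3 reads, 155-fold without replicate G of the myeloma-bearing mice, and the library with the fewest reads was at least 84.9-fold higher. The fitted log2 fold change of 6.35 (standard error 0.84, adjusted p = 0.0180) depends on the pseudocount and is no bound. The paralog Ifi27l2b lies next to it (103450898 to 103457223) and is not in the table, and whether reads of the 2 genes were told apart is not known. Without replicate D, G, I or J Ifi27l2a was above 1 RPKM in only 3 libraries, so that the filter removed it and it was not tested, and Mmp3 passed without replicate D. The change in stromal progenitors was compared with that in osteoprogenitors over 10735 genes. It differed at the thresholds for 0 genes, and for 437 at an unadjusted p-value below 0.05, against a median of 513 in other splits.

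With all 38 libraries in a single fit, limma called 31 genes in stromal progenitors and 16 in osteoprogenitors. Voom-limma on the recovered reads of the libraries compared called 8 and 13 genes, and in the fit of all 38 libraries it called 82 genes in stromal progenitors (49 higher and 33 lower in myeloma-bearing mice) and 28 in osteoprogenitors (21 higher and 7 lower). In that fit, 16 genes differed in their change between the 2 cell types. These settings of voom were chosen after the data were seen. Of the 82 genes 20 were among the 31, and of the 28 genes 9 were among the 16.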

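The Hallmark gene sets are not used here, and a list of 56 interferon response genes and a list of 60 cell cycle genes, both written by hand, took their place. Of these, 54 and 60 were in the table. Genes above 1 RPKM in at least 4 of the libraries compared were ranked by the signal-to-noise ratio of their RPKM values, as in GSEA, and the weighted enrichment score of each list was compared with 10000 random gene sets of the same size in a permutation test. Benjamini-Hochberg adjustment covered the 6 pairs of list and cell type.

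The interferon list was higher in myeloma-bearing than in healthy mice in endothelial cells (54 genes tested, enrichment score 0.719, normalised score 2.94), in stromal progenitors (38 genes, 0.719 and 2.64) and in osteoprogenitors (38 genes, 0.646 and 2.35). The permutation p-value was 0.0002 in each cell type, the smallest that this number of random sets can give (adjusted p = 0.0004). The Reactome interferon set in place of the list gave smaller scores. They were 0.379 in endothelial cells (normalised 1.64, permutation p = 0.0036), 0.400 in stromal progenitors (1.62, permutation p = 0.0042) and 0.508 in osteoprogenitors (2.02, permutation p = 0.0002). The mean log2(RPKM + 1) of the 54 genes rose from 4.07 ± 0.58 (SD, n = 5) to 5.90 ± 0.30 (SD, n = 5) in endothelial cells, from 1.71 ± 0.28 to 2.98 ± 0.97 in stromal progenitors (n = 5 and 5) and from 2.01 ± 0.20 to 3.02 ± 0.96 in osteoprogenitors (n = 4 and 4). It was above every healthy library of the same cell type in 12 of 14 libraries of myeloma-bearing mice. In endothelial cells the members with the highest ratios were Ifit2, Zbp1 and Ifi44. Zbp1 averaged 51.1 ± 32.1 and 0.306 ± 0.597 RPKM in myeloma-bearing and healthy mice, a log2 fold change of 5.23 (standard error 1.03, adjusted p = 0.253). In stromal progenitors they were Ifi27l2a, Oasl2 and Cxcl9, and Ifi27l2a averaged 573 ± 339 and 50.3 ± 70.6 RPKM, a log2 fold change of 4.59 (standard error 0.94, adjusted p = 0.283). In osteoprogenitors they were Ddx58, Ifi47 and Ifi27l2a, and Ddx58 averaged 4.65 ± 0.96 and 0.537 ± 0.677 RPKM, a log2 fold change of 1.95 (standard error 0.71, adjusted p = 0.981). The members with the lowest ratios were Trim25 (-0.460), Dtx3l (-0.264) and Psmb9 (-0.224) in endothelial cells, Ifit2 (-0.364), Ifi35 (-0.113) and Ifih1 (-0.0570) in stromal progenitors, and Psmb10 (-0.619), Nlrc5 (-0.384) and Samd9l (-0.322) in osteoprogenitors. Camera with a preset correlation of 0.01 gave p = 1.47e-18, 3.60e-12 and 1.06e-06 in the 3 cell types. With an estimated correlation the adjusted p-value stayed below 0.05 in endothelial cells and stromal progenitors and was 0.0938 in osteoprogenitors, and under fry it stayed below 0.05 in endothelial cells and was 0.0559 in stromal progenitors and 0.100 in osteoprogenitors.

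**Figure D2:**
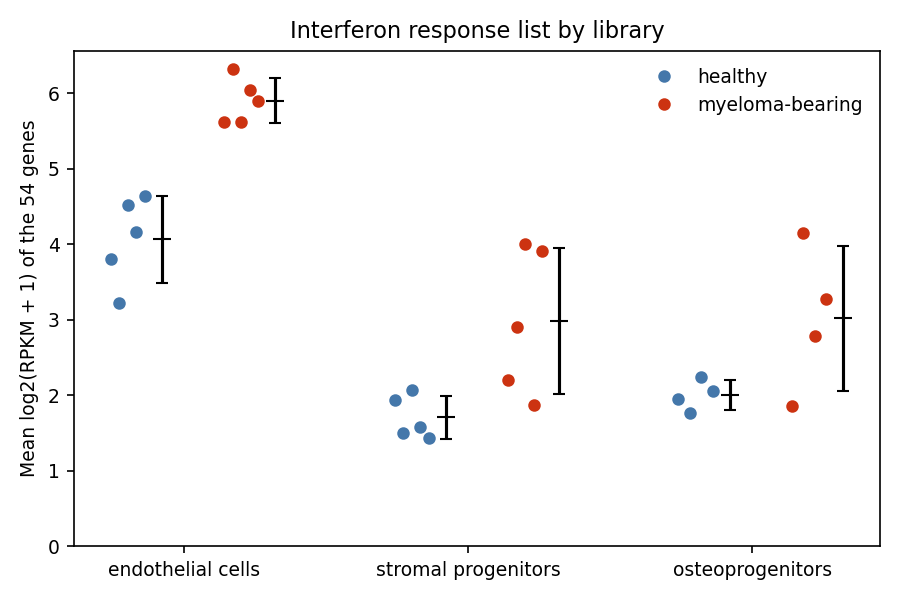
Mean log2(RPKM + 1) of the 54 interferon response genes in each library of healthy and myeloma-bearing mice, by cell type. Points are libraries (n = 5 per group, 4 in osteoprogenitors) and bars the mean and SD, and all libraries of endothelial cells from myeloma-bearing mice lie above those of healthy mice, while a library of myeloma-bearing mice lies within the healthy range in each of the other cell types.

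The cell cycle list was higher in endothelial cells of myeloma-bearing mice (16 genes tested, enrichment score 0.569, normalised score 1.72, permutation p = 0.0130, adjusted p = 0.0195). In stromal progenitors the normalised score was 0.942 (15 genes, permutation p = 0.57, adjusted p = 0.681) and in osteoprogenitors -0.595 (16 genes, permutation p = 0.990, adjusted p = 0.990). With no filter on low values the permutation p-value was 0.0082 in stromal progenitors, where the list was higher, and 0.0060 in osteoprogenitors, where it was lower, and in endothelial cells it was the smallest possible. With the Reactome cell cycle set in place of the list, the permutation p-value was 0.280 in endothelial cells and, with the direction reversed, 0.205 in stromal progenitors. In endothelial cells it was 0.0674 with an unweighted score, and 0.0710 and 0.138 with limma ranking at pseudocounts of 1 and 0.1. The members with the highest ratios were Mcm6, Mcm5 and Rfc3 in endothelial cells, Rfc3, Mcm6 and Mcm4 in stromal progenitors, and Mcm7, Rfc2 and Rfc4 in osteoprogenitors. Those with the lowest were Mcm3, Dut and Rrm1, then Mcm5, Rrm1 and Prim1, and then Tyms, Pcna and Rfc3. In endothelial cells the adjusted p-value rose to 0.156 without replicate C, 0.0633 without E and 0.0555 without G, and the unadjusted p-value was 0.134 in camera with an estimated correlation and 0.102 in fry. The enrichment score in endothelial cells exceeded that in stromal progenitors by 0.242 and that in osteoprogenitors by 0.778. In a permutation of the labels of healthy and myeloma-bearing mice within each cell type, with 100 relabelings, differences as large had p = 0.52 and p = 0.27 (adjusted p = 0.81 for each over 9 such tests).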

We screened endothelial, stromal progenitor, and osteoprogenitor gene expression data using gene set enrichment analysis (GSEA) MSigDB Hallmark gene sets^20^, revealing common upregulation of interferon response sets in all cell types from myeloma-bearing mice, and cell cycle-related sets in stromal progenitors and endothelial cells (Supplementary Fig. 6). The greatest number of upregulated sets was in stromal progenitors. We proceeded to use GSEA to analyse differentially expressed genes in stromal progenitors to investigate whether any bone therapeutic targets were implicated (Fig. 1c). We pre-designed three gene sets to examine changes in bone homeostasis, designated ‘bone formation’, ‘bone loss’ and ‘bone remodelling’ (Supplementary Data 1). 

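Supplementary Data 1 lists the bone formation, bone loss and bone remodelling sets. The copy at hand holds 197, 153 and 150 genes, against 198, 154 and 151 in the paper, so no enrichment of these sets was tested here and their genes were examined singly in stromal progenitors. Of the bone formation genes, 161 were in the table and 110 were tested. Of these, 68 were higher in myeloma-bearing mice, 0 passed the thresholds over all genes tested, 0 passed when adjusted over the list alone, and 5 had an unadjusted p-value below 0.05. By t-statistic Il6 came first among the higher genes, with a log2 fold change of 3.36 (standard error 1.23, adjusted p = 0.874), and Clic1 first among the lower, with a log2 fold change of -1.29 (standard error 0.51, adjusted p = 0.915). Among 81 bone loss genes tested, 49 were higher, 0 passed over all genes, 0 passed when adjusted over the list alone, and 2 had an unadjusted p-value below 0.05. Hdac5 came first among these by t-statistic, with a log2 fold change of 2.09 (standard error 0.87). Among 81 bone remodelling genes tested, 48 were higher, with 0 calls in either adjustment and 1 unadjusted p-value below 0.05. In voom-limma on the recovered reads with all 38 libraries in the fit, the setting that moved these numbers most and one chosen after the data were seen, 1 bone formation, 2 bone loss and 2 bone remodelling genes passed over all genes tested.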

Although the ‘bone remodelling’ set (false discovery rate (FDR) 0.062) did not reach significance, the ‘bone loss’ and ‘bone formation’ gene sets were significantly enriched in bone-lining stromal progenitors from myeloma-bearing mice compared to controls (Fig. 1d).

We next assessed the overlap between limma-generated differentially expressed genes and GSEA enrichment score-ranked top 100 genes in stromal progenitors. This identified 18 common genes (Fig. 1e). Of these, only *Bmpr1b* is an established regulator of bone homeostasis^21^. 

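Limma over the libraries of stromal progenitors alone called 0 genes, so that 0 could be among the 50 highest or the 50 lowest genes by signal-to-noise ratio. With the 82 genes that voom-limma called in the fit of all 38 libraries, a setting chosen after the data were seen, and a ranking of 12960 genes, 22 genes overlapped, and 15 of them are among the 18 of Fig. 1e. Both rankings come from the same libraries, so the overlap is not a test. Of the 18 genes, 17 were called in that fit, and the exception was Sipa1 (log2 fold change 2.24, adjusted p = 0.812). Over the stromal progenitor libraries alone, 13 of the 18 genes were higher and 5 lower in myeloma-bearing mice. The lowest adjusted p-value was 0.264, shared by Hp and Mecr. Hp averaged 34.7 ± 20.3 RPKM (SD, n = 5) in myeloma-bearing and 0.581 ± 1.24 RPKM (SD, n = 5) in healthy mice, a log2 fold change of 4.56 (standard error 0.87). Mecr averaged 83.6 ± 34.9 and 7.67 ± 17.1 RPKM, a log2 fold change of 5.21 (standard error 0.99). Mdm1 averaged 6.66 ± 3.41 and 0.00291 ± 0.00650 RPKM (adjusted p = 0.811), with a read in a single library of the healthy mice. Among the 5 lower genes, Acad8 averaged 0.981 ± 1.40 RPKM in myeloma-bearing and 27.8 ± 15.0 RPKM in healthy mice, a log2 fold change of -3.95 (standard error 0.87, adjusted p = 0.459). Perp averaged 0.00629 ± 0.0141 and 12.0 ± 11.1 RPKM (adjusted p = 0.811).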

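Bmpr1b, a type 1 BMP receptor, lies on chromosome 3 from 141837135 to 142169585. Between stromal progenitors of myeloma-bearing and healthy mice its fitted log2 fold change was 1.99 (standard error 0.74, adjusted p = 0.874 in limma, unadjusted p = 0.0150). In voom-limma on the recovered reads with all 38 libraries in the fit, chosen after the data were seen, it was 5.91 (adjusted p = 0.0554). The rise exceeded that in osteoprogenitors by 1.42 on the log2 scale (standard error 0.93, unadjusted p = 0.14). The mean was at most 0.00201 RPKM in the groups of endothelial and myeloma cells.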

BMP signalling has roles in both bone formation and resorption^22^, but the gene set combining these processes, bone remodelling, was found to contain only three BMP pathway genes, *Acvr1*, *Bmp4* and *Grem1*. 

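Acvr1, a type 1 receptor (chromosome 2, 58446438 to 58566828), averaged 36.4 ± 40.6 RPKM (SD, n = 5) in stromal progenitors of myeloma-bearing mice and 17.1 ± 7.99 RPKM (SD, n = 5) in those of healthy mice. Its log2 fold change was 0.77 (standard error 0.76, adjusted p = 0.987), less than the spread between libraries. The ligand Bmp4 (chromosome 14, 46383525 to 46390669) averaged 82.0 ± 64.8 and 134.7 ± 80.1 RPKM, a log2 fold change of -1.08 (standard error 0.68, adjusted p = 0.956). The antagonist Grem1 (chromosome 2, 113748675 to 113758648) averaged 0.348 ± 0.778 and 17.8 ± 26.1 RPKM, with 0 to 39 reads per library in myeloma-bearing and 0 to 2070 in healthy mice. It was above 1 RPKM in too few of these libraries to be tested. In osteoprogenitors the log2 fold changes were -0.52 for Acvr1 (standard error 0.85), 0.63 for Bmp4 (standard error 0.63) and -0.08 for Grem1 (standard error 1.24).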

Having identified *Bmpr1b* to be differentially expressed, we hypothesised that other members of the BMP pathway may also be differentially expressed. 

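The BMP signalling set of Supplementary Data 1 holds 44 genes, as in the paper, and 41 were in the table. In stromal progenitors 34 were tested, and the set was higher in myeloma-bearing mice, with an enrichment score of 0.462 and a normalised score of 1.65 (permutation p = 0.0124 against random gene sets). In endothelial cells the score was -0.435 (23 genes, permutation p = 0.0710) and in osteoprogenitors -0.254 (29 genes, permutation p = 0.766). The difference between endothelial cells and stromal progenitors was -0.897, for which permutation of the labels within each cell type gave p = 0.01, the smallest that 100 relabelings can give (adjusted p = 0.09 over 9 tests). The difference between stromal progenitors and osteoprogenitors was 0.716 (permutation p = 0.04, adjusted p = 0.18).

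Of the 34 genes, 18 were higher and 16 lower in stromal progenitors of myeloma-bearing mice by limma. Over all genes tested 0 were called, 0 when adjusted over the list alone, and Bmpr1b was the 1 gene with an unadjusted p-value below 0.05. Voom-limma on the recovered reads with all 38 libraries in the fit, chosen after the data were seen, tested 41 members. It called 2 of them, Bmpr1b and Tnfsf11, in either adjustment, and 5 had an unadjusted p-value below 0.05. Among the 34 genes the highest signal-to-noise ratios were those of Bmpr1b (1.32), Smad3 (0.761) and Smad5 (0.557). Smad3 averaged 29.4 ± 15.4 RPKM (SD, n = 5) in myeloma-bearing and 10.9 ± 8.95 RPKM (SD, n = 5) in healthy mice, a log2 fold change of 1.76 (standard error 0.86, adjusted p = 0.956). The lowest were those of Tnfrsf11b (-0.440), Bmp4 (-0.363) and Acvr2a (-0.269). In endothelial cells the extremes were Acvrl1, Bmpr2 and Smad3 on the higher side and Acvr2b, Acvr1 and Smad1 on the lower. Acvr2b averaged 0.116 ± 0.258 RPKM in myeloma-bearing and 21.4 ± 21.4 RPKM in healthy mice there, a log2 fold change of -3.35 (standard error 1.09, adjusted p = 0.821). In osteoprogenitors they were Tnfsf11, Smad6 and Bmp7 on the higher and Smad4, Bmp6 and Tnfrsf11b on the lower side.

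In stromal progenitors the p-value moved most when genes were ranked by limma on log2(RPKM + 0.1), to 0.566. It was 0.357 with the limma ranking on log2(RPKM + 1), 0.150 with an unweighted score, 0.0518 without Bmpr1b, the gene that led to the design of the set, and 0.0052 with no filter on low values. It was 0.0978 without replicate G, 0.163 without I, 0.132 without M and 0.131 without O. Camera with an estimated correlation gave p = 0.335 and fry p = 0.454.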

We therefore designed a BMP signalling pathway gene set (Supplementary Data 1), which we found to be significantly enriched in stromal progenitors from myeloma-bearing mice (Fig. 1e). To assess if this enrichment was equivalent in magnitude to that of our other bone homeostasis sets, we expanded the bone remodelling gene set to include the BMP pathway gene set members (*n* = 44). In this expanded gene set, 13/41 of the leading edge genes driving enrichment were BMP gene set members, supporting a role for the BMP pathway in the disordered bone homeostasis of myeloma bone disease (Fig. 1f).

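The expanded set was not tested here, because the copy of the bone remodelling set lacks a gene. In the BMP signalling set alone, the leading edge in stromal progenitors held 11 of the 34 genes tested, in the order Bmpr1b, Smad3, Smad5, Bmp5, Smad4, Eng, Id3, Acvr1, Smurf1, Bmper and Smurf2. Of the 41 genes drawn in Fig. 1f, which were chosen on these libraries, 30 passed the filter on low values. Of these, 29 had a higher and 1 a lower log2 fold change in myeloma-bearing mice, with a median of 0.98, 2 had an unadjusted p-value below 0.05 and the lowest adjusted p-value was 0.874. The BMP signalling set holds 14 of the 41, of which 11 were tested and 10 were higher, with a median of 0.77. Bmp5 rose most among them, with a log2 fold change of 2.01 (standard error 1.19, adjusted p = 0.956), and Bmper was the lower gene, at -0.14. The paper reasons from Bmpr1b, the only regulator of bone homeostasis among the genes found by both approaches, to a set of BMP pathway genes. From the enrichment of this set in stromal progenitors of myeloma-bearing mice, and from the number of its members in the leading edge of the expanded bone remodelling set, it proposes that the BMP pathway has a role in the disordered bone homeostasis of myeloma bone disease.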

### BMP signalling blockade reduces myeloma bone disease in vivo

The enriched expression of BMP pathway members in stromal progenitors from myeloma-bearing mice suggests that this pathway may influence myeloma bone disease pathogenesis. To test this, we treated 5TGM1 myeloma-bearing mice and controls with LDN193189 (LDN), a small-molecule inhibitor that functions as an antagonist of BMP type 1 receptors. LDN has been well characterised in vitro and in vivo, with high specificity for type 1 BMP receptor signalling as compared to TGFβ or activin-mediated SMAD2/3 signalling^23^. LDN treatment abrogated BMP6-induced SMAD1/5/9 phosphorylation in 2T3 preosteoblasts in vitro (Supplementary Fig. 7). Commensurate with human myeloma bone disease, myeloma-bearing mice had reduced trabecular and cortical bone volume and increased osteolytic bone lesions. Treatment with LDN increased cortical and trabecular bone volume, trabecular thickness and decreased osteolytic lesions in myeloma-bearing mice (Fig. 2a–g).

**Fig. 2:**
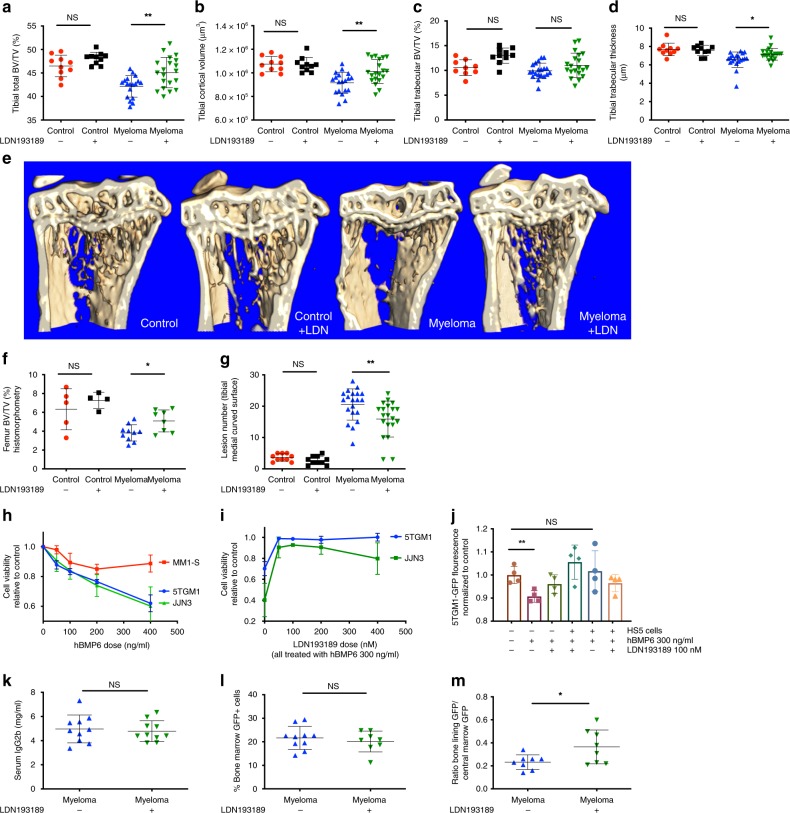
Inhibition of BMP signalling with LDN193189 reduces myeloma bone disease in vivo, with no effect on tumour burden. *n* = 10 per control group, 20 per myeloma group, total *n* = 60 for microCT-derived indices; *n* = 5 per control group, 10 per myeloma group, total *n* = 30 for other indices. Missing data values: see Methods. *P < 0.05, **p < 0.01, ***p < 0.001, NS, not significant, *t* test. Source data are provided as a Source Data file. Reconstructed tibial metaphyseal images were analysed using Bruker CTAn software to generate (**a**–**d**): **a** total BV/TV (bone volume/total volume). **b** Cortical volume in μm^3^. **c** Trabecular BV/TV. **d** Trabecular thickness in μm. **e** Reconstructed microCT images of tibial sagittal sections showing trabecular architecture. **f** Histomorphometric generated BV/TV (femoral metaphyseal sections). **g** Enumerated cortical lytic lesions on right medial tibial surface. **h** Effect of BMP6 on JJN-3, MM1-S (human) and 5TGM1 (mouse) myeloma cell line viability at 72 h (alamarBlue® assay), *n* = 4 replicates. Source data are provided as a Source Data file. **i** Dose effect of LDN193189 on BMP6-induced myeloma growth inhibition at 72 h. Viability was expressed relative to viability in control conditions, *n* = 3 replicates. Source data are provided as a Source Data file. **j** Effect of hBMP6, LDN193189 and contact co-culture with stromal line HS5 on proliferation of 5TGM1-GFP cells (GFP fluorescence intensity as proxy for growth), *n* = 4 replicates. **k** 5TGM1-GFP myeloma disease burden quantification: serum IgG2b level (mg/ml). **l** 5TGM1-GFP myeloma disease burden quantification: bone marrow GFP+ percentage. **m** Effect of LDN193189 on myeloma distribution between central marrow niche (flushed from marrow cavity) and bone-lining niche (collagenase-digested from cleaned bone fragment surfaces) (*n* = 8 per group). Data represent mean ± SD

Direct anti-tumour effects of BMPs against myeloma have been described in vitro^11–13^. Consistent with this, we found treatment of human JJN-3 and murine 5TGM1 myeloma cells with recombinant human BMP6 induced a dose-dependent reduction in myeloma cell viability (Fig. 2h) that was rescued in both cell lines by treatment with LDN (Fig. 2i). However, BMP6-mediated inhibition of 5TGM1 myeloma cell growth was also prevented by co-culture with HS5 bone marrow stromal cells in the absence of LDN (Fig. 2j), suggesting that the microenvironment may also mediate the response of myeloma cells to BMP signalling. It was therefore important to determine the effect of BMP inhibition on myeloma tumour burden in vivo. LDN had no effect on overall tumour burden in vivo, as measured by myeloma-specific serum IgG2bk concentrations (Fig. 2k). Similarly, we observed no significant difference in the proportion of myeloma cells within the central marrow (Fig. 2l). Interestingly, there was a significant increase in the proportion of myeloma cells adherent to the bone-lining niche following LDN treatment (Fig. 2m). However, there were no significant gene set enrichment differences in bone-adherent myeloma cells between LDN and vehicle-treated mice to indicate phenotypic changes accompanying their increased proportion (Hallmark and Reactome gene sets interrogated^20,24^, Supplementary Table 2). When bulk, non-adherent central marrow myeloma cells from LDN and vehicle-treated mice were compared, a small number of gene sets were downregulated in myeloma cells from LDN-treated mice. None of these had direct relevance to cell proliferation, but included EMT, angiogenesis and those related to extracellular matrix interactions (Hallmark and Reactome gene sets interrogated, Supplementary Table 2).

To extend our investigation into the role of BMPs in myeloma, we next used a BMPR1a-Fc-solubilised ligand trap, which binds and neutralises BMP ligands that bind to the Alk3 (BMPR1a) receptor, including BMPs 2, 4, 5, 6, 7 and 8^25^. 

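Bmpr1a (chromosome 14, 34411061 to 34503336) averaged 20.2 ± 19.0 RPKM (SD, n = 5) in stromal progenitors and 27.2 ± 20.8 RPKM (SD, n = 4) in osteoprogenitors of healthy mice. Bmpr1b averaged 0.467 ± 0.649 and 0.211 ± 0.423 RPKM in the same libraries. Bmpr1a exceeded Bmpr1b in all 9 healthy libraries, by a mean of 3.36 on the log2(RPKM + 1) scale in stromal progenitors and 4.26 in osteoprogenitors. An exact sign-flip permutation test within libraries gave p = 0.063 and p = 0.13, the smallest that 5 and 4 libraries allow. These differences depend on the pseudocount, and with 0.1 in place of 1 they were 5.43 and 6.92.

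In stromal progenitors of myeloma-bearing mice Bmpr1b averaged 5.21 ± 2.94 RPKM (SD, n = 5). Its reads numbered 117 to 664 per library there and 0, 0, 3, 95 and 161 in the libraries of healthy mice. An exact permutation test of the difference in mean log2(RPKM + 1) gave p = 0.0238. The paper picked Bmpr1b out of all genes on these same libraries, so this unadjusted p-value is no independent test. In limma over all genes tested, its adjusted p-value was 0.874. Replicate I of the myeloma-bearing mice, at 0.879 RPKM, lay below replicates C and M of the healthy mice, at 0.903 and 1.40 RPKM. In osteoprogenitors Bmpr1b averaged 1.22 ± 1.98 RPKM (SD, n = 4) in myeloma-bearing mice, a log2 difference of 0.57 (exact permutation p = 0.543). Bmpr1a changed by 0.50 in stromal progenitors (exact permutation p = 0.532) and by -0.39 in osteoprogenitors (exact permutation p = 0.629). Without replicate L these changes were -0.04 and 0.03. Over all libraries of stromal progenitors, the mean of Bmpr1a in RPKM differed by -0.202 between myeloma-bearing and healthy mice.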

Basal expression of *Bmpr1a* was higher than *Bmpr1b* in stromal progenitors and osteoprogenitors, although *Bmpr1b* expression was significantly increased in stromal progenitors from myeloma-bearing mice (Supplementary Fig. 8). BMPR1a-Fc has previously been shown to increase bone volume in a murine model of osteoporosis^26^, but has never been investigated within the tumour–bone environment and represents a complementary approach to target the BMP pathway in myeloma bone disease in vivo. Myeloma-bearing mice had a significant increase in osteolytic bone lesions as determined by microCT (non-tumour: 3 ± 1; myeloma: 24.11 ± 5.278, *p* < 0.0001, unpaired *t* test). Treatment with BMPR1a-Fc completely prevented myeloma-associated trabecular bone volume loss (Fig. 3a–c). BMPR1a-Fc augmented trabecular and cortical bone parameters in non-tumour and myeloma-bearing mice (Fig. 3b–e), but had no effect on the number of lytic bone lesions (control: 24.11 ± 5.278; BMPR1a-Fc: 23.90 ± 5.384, mean ± SD). Consistent with LDN treatment, BMPR1a-Fc had no effect on tumour burden, and no effect on tumour cell apoptosis (Fig. 3f, g; Supplementary Fig. 9). We also demonstrated that BMP blockade was effective in reducing myeloma bone disease in a second in vivo model, the JJN-3 murine model of myeloma that uses human myeloma cells. BMPR1a-Fc treatment was found to significantly increase trabecular bone volume and trabecular thickness in both non-tumour and myeloma-bearing mice (Fig. 3h, i). BMPR1a-Fc significantly reduced overall tumour burden, as measured by serum free light chain quantification, but had no effect on the proportion of myeloma cells within the central marrow (Fig. 3j, k).

**Fig. 3:**
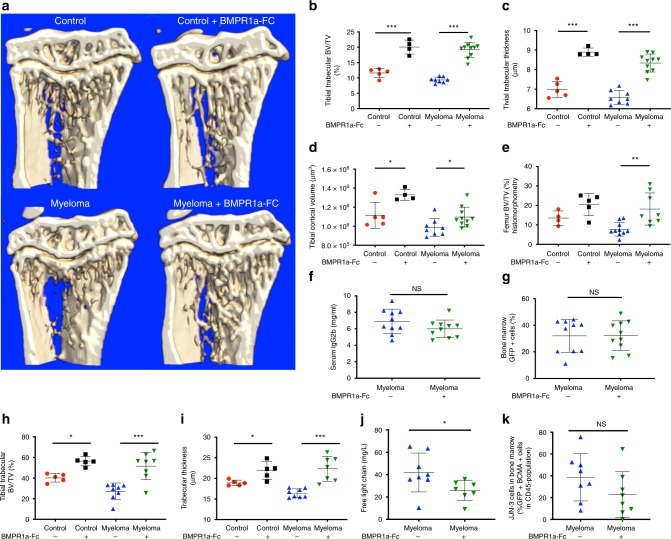
Inhibition of BMP signalling with BMPR1a-FC reduces myeloma bone disease in vivo, with no effect on tumour burden (5TGM1 model; *n* = 5 per control group, 10 per myeloma group, total *n* = 30. JJN-3 model; *n* = 5 per control group, 8 per myeloma group, total *n* = 26). *P < 0.05, **p < 0.01, ***p < 0.001, NS, not significant, *t* test. **a** Reconstructed microCT images of tibial sagittal sections showing trabecular architecture. Reconstructed tibial metaphyseal images analysed using Bruker CTAn software to generate **b**–**d**: **b** trabecular BV/TV (bone volume/total volume). **c** Trabecular thickness in μm. **d** Cortical volume in μm^3^. **e** Histomorphometric analysis of right femoral metaphysis sections using Osteomeasure software to generate BV/TV. **f** 5TGM1-GFP myeloma disease burden quantification using serum IgG2b level (mg/ml). **g** 5TGM1-GFP myeloma disease burden quantification using bone marrow GFP+ percentage. **h** Trabecular BV/TV (bone volume/total volume) in JJN-3 model. **i** Trabecular thickness in μm in JJN-3 model. **j** JJN-3 myeloma disease burden quantification using kappa free light chain quantification (mg/l). **k** JJN-3 bone marrow tumour burden was calculated by the sum of GFP+ and human BCMA+ cells as a proportion of murine CD45-negative population. Data represent mean ± SD

### BMP6 blockade does not reduce myeloma tumour or bone disease

BMP6 is the only BMP reported to be expressed by malignant and normal plasma cells in myeloma^27^. In support of this, 5TGM1 myeloma cells were found to express *Bmp6*, but not *Bmp2* or *Bmp4*, with *Bmp6* expression elevated by co-culture with 2T3 preosteoblasts (Supplementary Fig. 10). We therefore hypothesised that BMP6 may be responsible for the stromal progenitor BMP pathway upregulation we observed. To investigate this, 5TGM1 myeloma-bearing mice were treated with a neutralising anti-BMP6 antibody. In contrast to LDN and BMPR1a-FC, treatment of myeloma-bearing mice with anti-BMP6 had no effect on cortical or trabecular bone volume (Supplementary Fig. 11A, B). Blockade of BMP6 had no effect on overall tumour burden, nor the proportion of myeloma cells within the central bone marrow (Supplementary Fig. 11C, D). However, BMP6 is known to influence iron metabolism by inducing hepatic expression of the iron regulatory protein hepcidin, whose activity leads to reduced serum iron and, if chronically elevated, anaemia. Consistent with this, liver hepcidin (*Hamp1*) expression and serum hepcidin concentrations were reduced in anti-BMP6-treated myeloma-bearing mice, and serum iron and haemoglobin concentrations were increased (Supplementary Fig. 12). Taken together, these suggest that while BMP6 is unlikely to be a major mediator of myeloma bone disease, it may contribute to the anaemia associated with multiple myeloma. When we compared these results with the effects of LDN and BMPR1a-FC, we found that although both suppressed hepcidin (*HAMP*) gene expression by HuH7 cells in vitro (Supplementary Fig. 13), neither treatment reduced serum hepcidin in 5TGM1 myeloma-bearing mice. LDN reduced hepatic hepcidin gene expression in myeloma-bearing mice, but decreased serum hepcidin only in non-tumour mice (Supplementary Fig. 14). With BMPR1a-FC treatment, no in vivo changes in hepcidin gene expression or serum concentrations of hepcidin were observed in the 5TGM1 murine model of myeloma (Supplementary Fig. 15). In the JJN-3 model of myeloma, however, treatment with BMPR1a-Fc resulted in an increase in serum haemoglobin, concomitant with a reduction in hepatic hepcidin gene expression (Supplementary Fig. 15).

### BMP signalling blockade reduces osteoclast number

Since inhibition of BMP signalling, either by a receptor antagonist or a ligand trap, results in a significant reduction in myeloma bone disease in vivo, we further investigated the mechanisms underlying this bone-protective effect. Treatment with either LDN or BMPR1a-Fc led to a significant reduction in osteoclast number and the proportion of bone surface occupied by osteoclasts in myeloma-bearing mice, with osteoclast number also reduced in non-tumour-bearing animals (Fig. 4a–c). Serum TRAP (tartrate-resistant acid phosphatase) activity was reduced in myeloma-bearing mice with both compounds, indicative of reduced osteoclastic bone resorption (Fig. 4d; Supplementary Fig. 16). 

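Tnfsf11 (chromosome 14, 78277446 to 78308043), which encodes RANKL, and Tnfrsf11b (chromosome 15, 54250619 to 54278484), which encodes OPG, were taken from the osteoprogenitor libraries of mice without drug treatment. Libraries of LDN-treated mice are not used here. The ratio of their RPKM values was 0.345, 0.309, 0.159 and 0.0267 in the 4 libraries of myeloma-bearing mice and 0.0262, 0.0227, 0 and 0 in the 4 of healthy mice. The means were 0.21 ± 0.146 (SD, n = 4) and 0.0122 ± 0.0142 (SD, n = 4), a difference of 0.198 (exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). The highest healthy ratio lay just under the lowest of the myeloma-bearing mice. Without any one library the difference ranged from 0.153 to 0.259, and its exact p-value was 0.0571, the smallest that 3 libraries against 4 allow. Tnfsf11 averaged 21.4 ± 11.7 RPKM (SD, n = 4) in myeloma-bearing and 2.52 ± 3.13 RPKM (SD, n = 4) in healthy mice, a log2 difference of 2.98 (exact permutation p = 0.0571). Its reads numbered 209 to 1357 per library in myeloma-bearing mice, and 0, 0, 132 and 184 in healthy mice. Tnfrsf11b averaged 132.1 ± 61.4 and 237.4 ± 101 RPKM, a log2 difference of -0.86 (exact permutation p = 0.114).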

The receptor activator of nuclear factor κB ligand (RANKL) (*Tnfsf11*) to osteoprotegerin (OPG) (*Tnfrsf11b*) ratio was increased in osteoblasts isolated from myeloma-bearing mice as compared to control; however, treatment of myeloma-bearing mice with LDN had no effect on the RANKL to OPG ratio (Fig. 4e), suggesting that the reduced osteoclast burden was not due to RANKL/OPG-mediated changes.

**Fig. 4:**
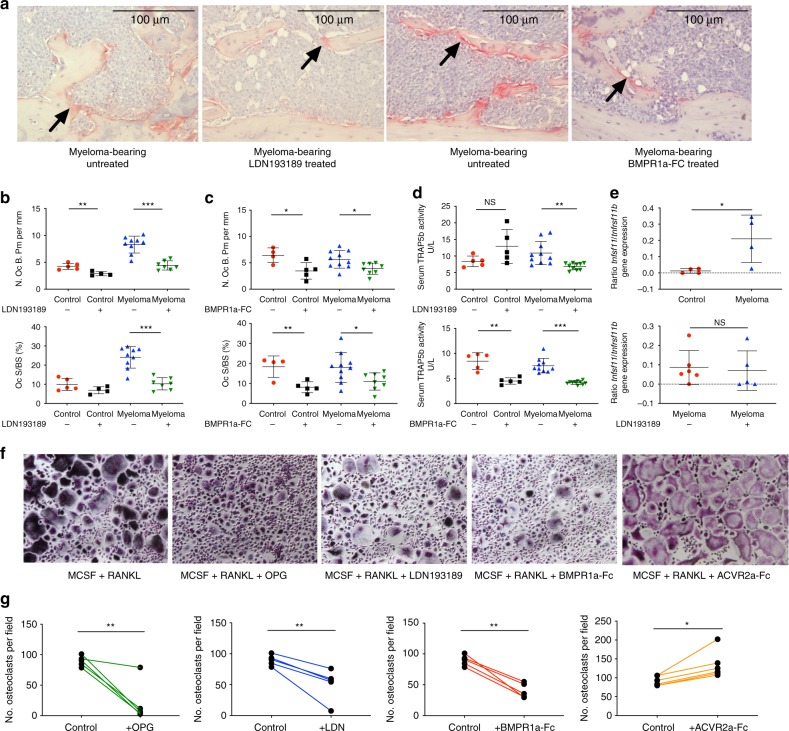
Inhibition of BMP signalling reduces osteoclast number in vivo and in vitro. **a** Osteoclasts (indicated with arrows) from myeloma-bearing mice: vehicle vs. LDN193189 treated and vehicle vs. BMPR1a-FC treated (TRAP and haematoxylin-stained). Scale bar = 100 μm. **b**, **c** Histomorphometric analysis of TRAP-stained osteoclast bone surface density (N.Oc.B.Pm) and osteoclast surface/ trabecular surface ratio (OcS/BS) in healthy and myeloma-bearing mice. *n* = 5 per control group, 10 per myeloma group and total *n* = 30. Missing data values: see Methods. **b** Vehicle vs. LDN193189 treated. **c** Vehicle vs. BMPR1a-FC treated. **d** Serum TRAP-5b concentration, indicating global osteoclast burden, in vehicle vs. LDN193189-treated and vehicle vs. BMPR1a-FC treated healthy and myeloma-bearing mice. **e** RNA-Seq-generated in vivo *Tnfsf11*:*Tnfrsf11b* (RANKL to OPG) expression in osteoblasts. Ratio in healthy vs. myeloma-bearing mice and vehicle vs. LDN193189-treated myeloma-bearing mice. **f** Pooled human CD14+ PBMC osteoclast differentiation, with treatments as indicated commenced 24 h after seeding, and TRAP-stained at day 10. Images were taken at ×70 magnification. **g** Quantified osteoclasts (≥3 nuclei) when CD14+ PBMCs treated as **f** were enumerated. Results from same experimental replicate are paired to account for inter-replicate variation (*n* = 5 replicates, paired *t* test). *P < 0.05, **p < 0.01, ***p < 0.001, NS, not significant, *t* test. Data represent mean ± SD

We next investigated whether a direct effect of LDN or BMPR1a-FC on osteoclastogenesis could account for the reduced osteoclasts observed in vivo. Both treatments reduced osteoclast formation in vitro to an extent similar to OPG (Fig. 4f, g). Activin inhibition has previously been shown to improve myeloma bone disease^28,29^. In contrast to BMPR1a-FC, we found an activin ligand trap (ACVR2a-FC) to slightly increase osteoclastogenesis (Fig. 4f, g), demonstrating that BMP and activin inhibition have non-equivalent effects on myeloma bone disease in this model system.

### BMP blockade reduces osteoblast suppression in myeloma

Myeloma bone disease results from both elevated osteoclast number and activity, and osteoblastic suppression. 2T3 preosteoblasts express endogenous BMP2 and undergo osteoblastic differentiation^30^. LDN and BMPR1a-FC were found to inhibit mineralisation of 2T3 cells in osteogenic media (Fig. 5a). However in vivo, histomorphometric analysis demonstrated significantly more BLCs following treatment of myeloma-bearing mice with LDN or BMPR1a-FC (Fig. 5b), although levels did not reach those of control non-tumour-bearing animals. Myeloma-bearing mice were found to increase mineral apposition and bone formation rates following LDN treatment (Fig. 5c). Blinded histological examination revealed that treatment with BMPR1a-FC, and to a lesser degree LDN, resulted in a thicker BLC layer (Fig. 5d–f), a morphological characteristic related to the conversion of quiescent BLCs to active osteoblasts and recently associated with inhibition of sclerostin^5^. BLCs were found to express both osterix and vitamin D receptor, supporting osteoblast development (Fig. 5f).

**Fig. 5:**
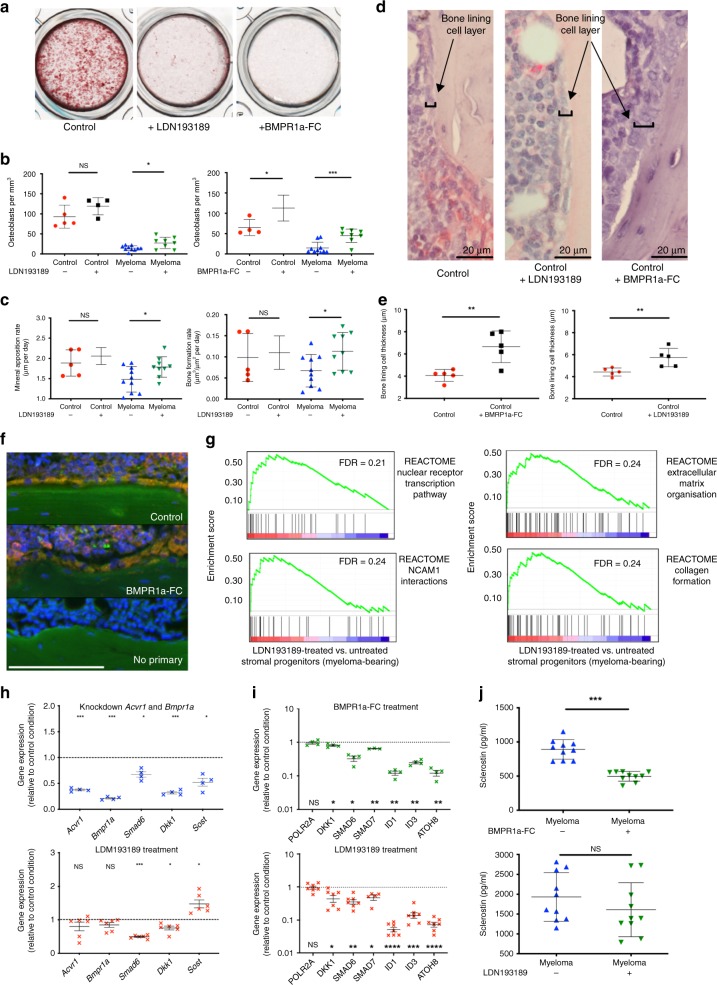
BMP inhibition promotes osteoblast differentiation in myeloma in vivo via down-regulation of Wnt inhibitors. **a** Mineralisation of murine pre-osteoblast cell line 2T3 in the presence of LDN193189 or BMPR1a-FC. **b**–**e** Histomorphometric analysis of haematoxylin- and TRAP-stained femur sections from healthy and myeloma-bearing mice: *n* = 5 per control group, 10 per myeloma group, total *n* = 30. Missing data points: see Methods. **b** Bone-lining cell density (N.Ob/T.Ar, per mm^3^) in mice treated with vehicle vs. LDN193189 and vehicle vs. BMPR1a-FC. **c** Mineral apposition rate (μm per day) and bone formation rate (μm^3^/μm^2^ per day) in healthy and myeloma-bearing mice treated with vehicle vs. LDN193189. **d** Images of bone-lining cell layer in healthy mice treated with vehicle, LDN193189 or BMPR1a-FC. **e** Bone-lining cell layer thickness (μm) in healthy mice treated with vehicle vs. BMPR1a-FC and vehicle vs. LDN193189. **f** Images of bone-lining cell layer in healthy mice treated with vehicle vs. BMPR1a-Fc, stained for osterix and vitamin D receptor (VDR). Blue = Hoescht, green = osterix, red = VDR, yellow/orange = expression of osterix and VDR. Scale bar = 100 μm. **g** Gene sets enriched (FDR <0.25, *n* > 25 genes) on GSEA of stromal progenitors from LDN193189 vs. vehicle-treated myeloma-bearing mice. **h** Effect of siRNA double knockdown of *Acvr1* and *Bmpr1a* (rat osteosarcoma line UMR-106.01) on *Acvr1*, *Bmpr1a*, *Smad6*, *Dkk1* and *Sost* (sclerostin) gene expression (*n* = 4 replicates). Effect of incubation with LDN193189 (100 nM, 24 h) on expression of same genes was performed for comparison (*n* = 6 replicates). **i** Expression of *Polr2a* (control) and BMP-response genes *Smad7*, *Sma6*, *Id1*, *Id3*, *Atoh8*, and *Dkk1* by myeloma patients’ bone marrow stromal cells after 24 h incubation with LDN193189 (100 nM) (*n* = 6 samples) or BMPR1a-FC (10 μg/ml) (*n* = 4 samples). *Sost* not detectable. **j** Bone marrow plasma sclerostin level in vehicle vs. BMPR1a-FC-treated and vehicle vs. LDN193189-treated myeloma-bearing mice. *P < 0.05, **p < 0.01, ***p < 0.001, NS, not significant. **b**–**e**, **j** *t* Test, **h** one-way ANOVA with Dunnett’s multiple comparison test and **i** paired ratio *t* test. Data represent mean ± SD

To investigate the mechanism by which BMP inhibition reduces osteoblast suppression in myeloma bone disease in vivo, we performed RNA-Seq analysis of stromal progenitors and osteoprogenitors isolated from myeloma-bearing mice treated with LDN or control. GSEA was performed to search for enriched gene sets in the Molecular Signatures Database curated gene set collection (MSigDB C2 collection, *n* = 3334 gene sets)^20^, and to investigate molecular associations of the increased bone mass observed. No enrichment of cell cycle-related gene sets was found, suggesting that BMP inhibition does not directly influence cell cycle (Supplementary Table 3). Four gene sets, all from the Reactome Database^24^, met the enrichment criteria (Fig. 5g, Supplementary Data 2): ‘Nuclear Receptor Transcription’, in which the most highly enriched gene was *Vdr*, vitamin D receptor (in top 20 most upregulated genes by LDN in stromal progenitor transcriptome, FDR 0.005); ‘Collagen formation’, ‘Extracellular matrix organisation’ and ‘NCAM1 interactions’. The enrichment of the latter three gene sets by LDN in the stromal progenitor transcriptome was driven by overlapping content of high numbers of collagen genes associated with matrix formation and cell–matrix adhesion, suggesting differentiation towards an osteoblast phenotype (Supplementary Data 2). In separate studies, stromal progenitors were isolated from myeloma-bearing mice following treatment with BMPR1a-Fc or control. A significant increase in alkaline phosphatase activity and *Runx2* expression, but not osterix or osteocalcin, was detected in response to in vivo treatment with BMPR1a-Fc, supporting a role for BMP inhibition in the early stages of osteoblast differentiation (Supplementary Fig. 17).

Reciprocal control between Wnt and BMP signalling is well described in normal bone development^31^. Impaired osteoblast differentiation in myeloma has previously been attributed to excessive Wnt inhibition, with particular implication of Wnt inhibitors Dkk1 and sclerostin. They have also previously been identified as downstream targets of BMP signalling^32,33^. In support of this, we found that single or double knockdown of *Bmpr1a* and *Acvr1* in the osteogenic UMR-106.01 cell line resulted in decreased expression of both *Dkk1* and *Sost* (sclerostin) gene expression and a reduction in secreted sclerostin (Fig. 5h; Supplementary Fig. 18). Double knockdown of *Bmpr1a* and *Acvr1* also decreased the BMP target gene *Smad6* (Fig. 5h). In contrast, LDN treatment only caused a decrease in *Dkk1*, but not *Sost* mRNA expression (Fig. 5h). To investigate whether BMP inhibition had a direct effect on Wnt inhibitor expression in myeloma patients, we cultured human bone marrow stromal cells isolated from patients with myeloma or monoclonal gammopathy of unknown significance (MGUS) (characteristics in Supplementary Table 4), and treated them with either LDN or BMPR1a-FC. Expression of *DKK1* and a range of BMP target genes was reduced by both treatments (expression of osteocyte-specific *SOST* was not detected in these stromal cells) (Fig. 5i). Additionally, sclerostin concentrations within the bone marrow plasma of myeloma-bearing mice were significantly reduced by BMPR1a-FC in both 5TGM1 and JJN-3-myeloma-bearing mice, but not LDN193189 (Fig. 5j; Supplementary Fig. 19). Taken together, these results suggest that reduction in expression of local Wnt inhibitors may be a mechanism by which BMP inhibition improves bone formation in myeloma-bearing mice.

## Discussion

This study found that transcriptomic profiling of the bone microenvironment implicated BMP signalling in myeloma pathogenesis, and provides preclinical evidence for inhibition of BMP signalling in the treatment of myeloma bone disease. Specific transcriptional changes occur in the BLCs of myeloma-bearing mice, particularly in stromal progenitors, where we found BMP pathway genes to be upregulated. BMP pathway inhibition using LDN193189 (LDN, an inhibitor of all BMP type 1 receptors, but with highest affinity for ACVR1)^23,34^ and BMPR1a-FC (a ligand trap with the FC domain of IgG1 attached to BMPR1a, leading to ligand removal) increased bone volume, decreased osteoclastogenesis and increased osteoblast differentiation in myeloma-bearing mice. A blocking antibody to BMP6 did not have these effects on bone homeostasis, but did improve hepcidin-mediated anaemia.

Previously published findings relating to BMP signalling in myeloma are limited to observations that BMPs are toxic to myeloma cells in vitro^11,13,35^, that BMPs may increase hepcidin levels and contribute to anaemia^36^ and that certain ligands and receptors may be increased in myeloma marrow samples, including BMP6^27,37^. It has been proposed that BMP ligands could have a therapeutic role in myeloma due to their myeloma-toxic and pro-osteogenic effects^13,38^. However, we found BMP-induced myeloma cell death to be abrogated by stromal contact, and in vivo no increase in overall tumour burden with BMP inhibition. Moreover, our analyses revealed no change in gene sets associated with tumour growth and survival in myeloma cells following in vivo BMP inhibition. Indeed, in the JJN-3 model of myeloma, we found a small reduction in overall tumour burden, possibly reflecting an indirect anti-tumour effect in response to reducing bone disease. However, we cannot definitively exclude the possibility that there could be long-term effects of BMP inhibition to worsen tumour burden.

Increased bone mass has been previously reported in inducible BMPR1a-knockout mice, with disruption of BMPR1a in osteoblasts, osteoclasts or osteocytes, and with type 1 BMP receptor blockade using BMPR1a-FC in an osteoporosis model^26,32,39–41^. In contrast, BMPR1b-null mice are reported to be osteopenic, with no change in osteoclastic bone resorption and attributed to compromised osteoblast differentiation^42^. Our findings expand these observations to the severe and complex bone disease found in myeloma. The increased bone mass was accompanied by reduced osteoclast numbers and serum TRAP-5b levels. Aberrant osteoclastic activity in myeloma bone disease is associated with an increase in the RANKL to OPG ratio; we found that this was not corrected in osteoblasts following LDN treatment in vivo. While we cannot exclude the possibility that BMP blockade may also indirectly reduce myeloma bone disease via direct effects on tumour cells, the direct inhibition of osteoclastogenesis in vitro by LDN and BMPR1a-FC suggests the effect is not mediated by tumour or other components of the microenvironment, consistent with a previous description of direct osteoclastogenic activity of BMPs^43^. In marked contrast, in the same experimental conditions, inhibition of the related activin pathway using an activin ligand trap increased osteoclast number. This highlights that the mechanism of bone mass increase seen on BMP blockade is not biologically interchangeable with that seen on activin blockade.

The exact stage(s) of osteogenic differentiation blocked by myeloma are unknown. We sorted BLCs from mice with early myeloma infiltration to ensure they could be collected; in later disease this population becomes extremely scarce. Using the methodology described by Nakamura et al.,^15^ our sorted population of Sca1+ALCAM− cells is enriched for stromal progenitor cells, as demonstrated by their ability to differentiate into adipocytes and osteoblasts and their gene expression profile (Fig. 1b; Supplementary Fig. S3). In contrast, our sorted population of ALCAM+Sca1− cells are enriched for osteoprogenitor cells, as demonstrated by their ability to differentiate into osteoblasts, but not adipocytes, and their gene expression profile. In addition to ‘bone loss’ gene set enrichment in stromal progenitor cells, we also observed ‘bone formation’ gene set enrichment. In early stages of myeloma bone disease, osteoblasts are reportedly increased, in an attempt to maintain normal coupling between osteoclasts and osteoblasts in the face of increased osteoclastic activity^44^. Therefore, it is not surprising that mixed features of blocked and activated osteoblast differentiation were seen.

Successful myeloma bone disease therapeutics may achieve higher bone mass either by reducing bone resorption, akin to current clinical therapies that target osteoclasts alone (bisphosphonates and denosumab), or by increasing bone anabolism through modification of myeloma-induced osteoblast differentiation block. Although there is hope that anti-sclerostin antibodies may offer this type of bone repair potential, there is no such therapy currently available for clinical use. Our in vitro experiments indicate that BMP inhibition does not directly stimulate osteoblast precursors to promote bone formation; indeed, as expected, in an isolated osteoblast culture system where endogenous BMP2 supports osteoblast differentiation^30^, both LDN193189 and BMPR1a-Fc inhibit mineralisation. This suggests that our observed in vivo bone anabolic effect is environmentally mediated. We hypothesised that BMP inhibition might recapitulate the anabolic effects of anti-sclerostin antibodies in myeloma bone disease in vivo, since: (a) osteocyte-secreted sclerostin is a major mediator of the osteogenesis block in myeloma;^45^ (b) anti-sclerostin antibodies ‘activate’ quiescent BLCs to become thicker, active and produce bone matrix in vivo^5^ and (c) both *Acvr1* and *Bmpr1a* knockout in vivo decreased *Sost* and *Dkk1* transcription^32,39^.

BMPR1a inhibition has been previously noted to improve collagen structure and strength^46^, and our data showing upregulation of collagen genes in stromal progenitors from LDN-treated mice supports this. The additionally enriched ‘Nuclear Receptor Transcription’ gene set represents a group of hormone receptors and their associated nuclear-binding apparatus, including the vitamin D receptor. The *Vdr* gene was highly enriched in stromal progenitors from LDN-treated myeloma-bearing mice. *Vdr* is a marker of developing osteoblasts, reported to have a role in ensuring osteogenic rather than adipogenic differentiation, and in osteoblast to osteocyte transition, controlling downstream bone matrix formation gene networks^47–49^. Dual staining for VDR and osterix was present in the BLC layer with greater thickness following BMP inhibition. Our GSEA data support the hypothesis that BMP inhibition alters the transcriptome of stromal progenitors in favour of osteoblastic differentiation. Knockdown of *Acvr1* and *Bmpr1a* together or separately in an osteocyte cell line, in mimicry of the inhibitory effects of these drugs, suppressed the production of Dkk1 and sclerostin. LDN and BMPR1a-FC could inhibit Dkk1 expression in bone marrow mesenchymal stem cells (BMSCs) from myeloma patients, but only BMPR1a-FC reduced sclerostin levels in the bone marrow plasma of myeloma-bearing mice, which may explain the stronger anabolic effect of BMPR1a-FC.

Interestingly, we detected an increase in the small proportion of myeloma cells adherent to the BLC layer on treatment with LDN. Since a proposed purpose of bone-lining niche disruption by myeloma cells is deregulation of the dormant tumour fraction in favour of proliferation^50^, it is intriguing to speculate that the increase in BLCs in response to BMP blockade may facilitate an increase in the dormant myeloma population, potentially desirable during MGUS or remission states.

We were also interested in the overlap of effect of BMP pathway inhibition on bone disease and anaemia: first, both are important complications in patients with myeloma; and second, other ligand traps of the TGFβ superfamily reverse anaemia^51^, or in the case of ACVR2A-FC, improve anaemia and myeloma bone disease^52^. However, the haemoglobin-increasing mechanisms of these drugs are not reported to be hepcidin-mediated, whereas antagonism of type 1 BMP receptor signalling reduces hepcidin and inflammatory anaemia^53^. Anaemia in the 5TGM1 model of myeloma is variable and unpredictable, likely reflecting the speed of disease development. Although LDN and BMPR1a-FC reduced hepcidin expression in vitro, and have reduced anaemia in inflammatory anaemia models^53^, neither approach increased haemoglobin in 5TGM1 myeloma-bearing mice, but BMPR1a-Fc did increase haemoglobin in JJN-3 myeloma-bearing mice. Anti-BMP6, which is highly effective at suppressing hepcidin, increased iron availability and improved haemoglobin in 5TGM1 myeloma-bearing mice, suggesting a specific role for BMP6 in the anaemia associated with myeloma.

In summary, in bone-lining stromal progenitors, we found BMP pathway members, particularly *Bmpr1b*, to be enriched in myeloma-bearing mice. BMP inhibition leads to increased bone mass, through a direct anti-osteoclast effect and a reduction in Wnt inhibitor production, particularly sclerostin by osteocytes, rather than through a direct effect on stromal progenitors or preosteoblasts. The bone mass-enhancing effect of the BMP blockade described here occurs in control and diseased mice, so is a generic effect on both diseased and healthy bones. However, by causing a reduction in pathologically high sclerostin levels and so promoting osteoblast differentiation, whilst also inhibiting osteoclast development, pharmacological BMP inhibition has the potential to overcome the uncoupling of bone homeostasis that drives myeloma bone disease (Fig. 6).

**Fig. 6:**
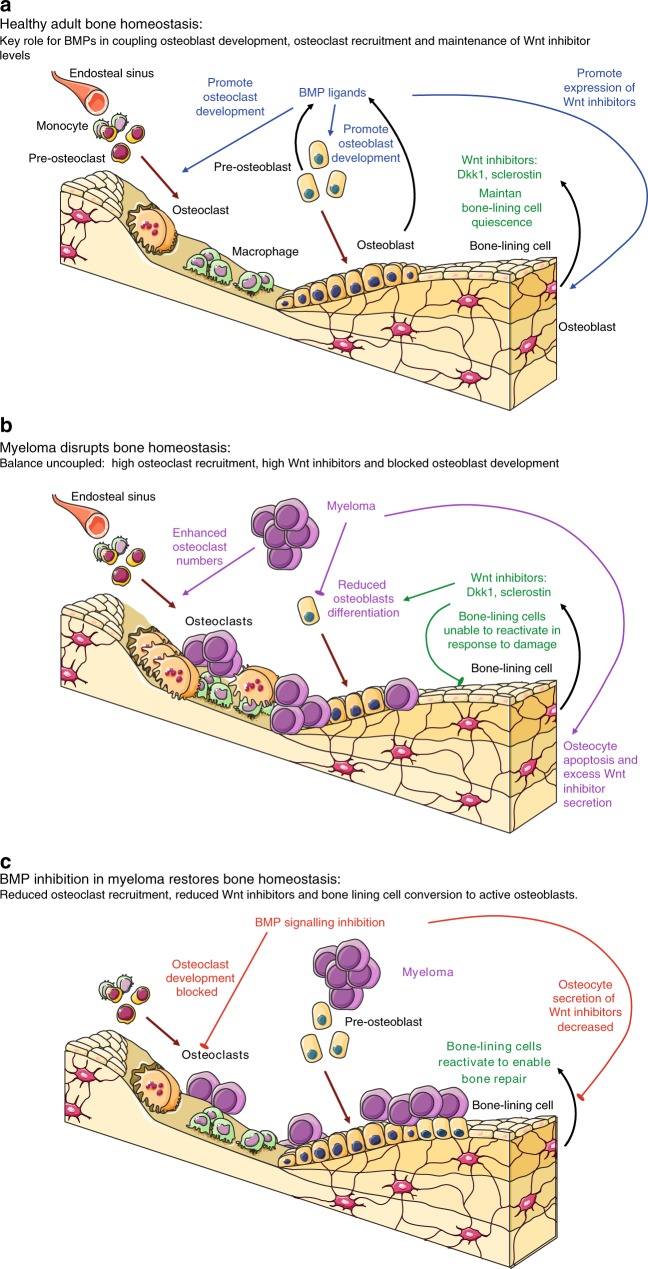
Mechanistic model of the involvement of BMP signalling inhibition in the restoration of bone mass in multiple myeloma. **a** BMP signalling in adult bone homeostasis couples osteoblast and osteoclast development. By controlling expression of Wnt inhibitors, BMP signalling also prevents excess matrix deposition. Wnt inhibitors are negative regulators of osteoblast development and bone-lining cell reactivation. **b** Myeloma overrides the balance between osteoclast and osteoblast leading to excess bone resorption without repair. High Wnt inhibitor levels, induced by myeloma-induced osteocyte toxicity and apoptosis, are critical to this uncoupling by preventing osteoblast development and bone-lining cell activation. **c** Inhibition of BMP signalling reverses the excess Wnt inhibitor levels and osteoclast recruitment, thereby allowing bone-lining cells to reactivate to matrix-secreting osteoblasts to restore damage. Figure produced using Servier Medical Art (http://www.servier.com, licensed under a creative commons attribution 3.0 unported licence)

## Methods

### In vivo studies

The KaLwRiJ 5T murine myeloma model was selected for these investigations due to its faithful recapitulation of the lytic lesions of human myeloma, combined with immunocompetence, which is critical to accurately model niche–tumour interactions. We have complied with all relevant ethical regulations for animal testing and research. Experiments were approved by the University of Oxford Animal Welfare Ethical Review Body (Home Office Project License 30/2996). C57Bl/KaLwRijHsd mice (Harlan Netherlands BV, The Netherlands) or NOD/SCID-GAMMA (NSG: NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ, Charles River laboratories, UK) were used. Taking into consideration ‘3Rs’ guidance in use of animals for scientific research, standard sample size for pharmacological intervention studies was *n* = 30 mice, 5 per control group, 10 per myeloma-bearing group (power analysis indicated that *n* = 10 mice per group would be required to detect a significant change in tumour burden). In the case of LDN intervention, for microCT purposes only, this was repeated once to total *n* = 60. In the anti-BMP6 intervention study, there were only myeloma-bearing groups. In separate studies, the JJN-3 murine myeloma model was used, with sample size of *n* = 26, 5 per control group and 8 per myeloma-bearing group^54^. Within each study, mice were age-, sex- and weight-matched between treatments. All assessments were performed by blinded assessors.

Animals were housed in individually ventilated cages in the Department of Biomedical Services, University of Oxford, with access to normal chow and water ad libitum. Eight- to 10-week-old C57Bl/KaLwRij mice were inoculated intravenously (IV) with phosphate-buffered saline (PBS) vehicle or 1 × 10^6^ 5TGM1-GFP cells (niche-sorting experiment) or 2 × 10^6^ 5TGM1-GFP (LDN193189, BMPR1a-FC and anti-BMP6 experiments). Seven- to eight-week-old NSG mice were inoculated IV with PBS vehicle or 1 × 10^6^ JJN-3 cells. Experiments for bone-lining niche sorting were ended prospectively on day 23. All other experiments were ended on the day the first mouse exhibited signs of hindlimb weakness, typically days 21–25. All drugs were injected from day 5 post tumour inoculation until cull. LDN193189 (Sigma) or vehicle (20% (2-hydroxypropyl)-β-cyclodextrin) was injected intraperitoneally (IP) daily at 3 mg/kg. BMPR1a-FC (Acceleron Pharma) was injected subcutaneously (SC) twice per week at 10 mg/kg. Anti-BMP6 (Kymab Ltd., fully cross-reactive with mouse Bmp6) was injected IP three times per week at 10 mg/kg. In one experimental replicate using LDN193189 (*n* = 30), 0.4 mg calcein was injected IP twice in the week preceding cull to enable measurement of bone formation rate.

### Bone-lining niche cell isolation

Bilateral femora and tibiae were cleaned, crushed, repeatedly washed to remove all marrow and then minced finely with scissors. Fragments were incubated in sterile 37 °C 3 mg/ml type 1 collagenase (Worthington) in PBS (5% foetal calf serum (FCS), 200 U/ml DNAse1) on rotation for 30 min to allow matrix digestion, after which the released cell suspension was filtered, washed and stored on ice in PBS (5% FCS 2 mM EDTA). Bone fragments were subjected to a second 30-min incubation in fresh collagenase solution. Cells released from the second incubation were added to those from the first, and all cells treated with FC block were then stained with antibody cocktail (antibodies detailed in Supplementary Table S5)^15^. Using a BD FACSAria III Cell Sorter (BD Biosciences), 100 cells per sample were sorted into 4 µl lysis buffer (FACS plots are shown in Supplementary Fig. S1) and processed for RNA-Seq using the SmartSeq2 protocol^55^. Complementary DNA (cDNA) libraries were sequenced using Illumina HiSeq2000 (50 bp single-end reads, healthy vs. myeloma-bearing) or HiSeq4000 (75 bp paired-end reads, vehicle vs. LDN193189-treated myeloma-bearing) at the Wellcome Trust Centre for Human Genetics, University of Oxford. In separate experiments, BLCs were sorted and cultured in osteogenic or adipogenic conditions.

### RNA-Seq data analysis

Following quality control (QC) analysis (Supplementary Fig. 2) with the fastQC package (http://www.bioinformatics.babraham.ac.uk/projects/fastqc), reads generated from sequencing were aligned using STAR^56^ against the mouse genome assembly (Genome Reference Consortium GRCm38 (mm10) UCSC transcripts). For the paired-end data, the reads that were identified as PCR duplicates using Samtools^57^ were discarded. Post mapping quality control was assessed using RNA-SeQC^58^ (Supplementary Fig. 2). Gene expression levels were quantified as read counts using the featureCounts command^59^ from the Subread package^60^ (http://subread.sourceforge.net) with default parameters. Only genes with more than one count per million in at least four samples were kept for any downstream analysis. The read counts were used for the identification of global differential gene expression between specified populations using the voom-limma method^17–19^. RPKM (Reads Per Kilobase of transcript per Million mapped reads) values and the MDS plot were generated using the edgeR package^17^. Genes were considered differentially expressed between populations if they had an adjusted *p* value (FDR) <0.1 and abs(log FC) >1. Heatmaps were generated using the package pheatmap (https://CRAN.R-project.org/package = pheatmap).

RPKM values were analysed using GSEA to identify significantly enriched pathways^20^. For pre-designed bone homeostasis and BMP pathway gene sets, FDR of <0.05 was used to identify significant enrichment (Fig. 1d). For MSigDB C2 collection gene sets (http://software.broadinstitute.org/gsea/msigdb/collections.jsp#C2) (*n* = 3334), due to the high number concurrent gene sets assessed, by convention an FDR of <25% was adopted as a criterion for enrichment, in addition to gene set size >25.

### Mouse serum, bone marrow, bone and liver analysis

Right tibiae were formalin-fixed and microCT (Skyscan 1172 X-ray microtomograph; Bruker MicroCT, Kontich, Belgium) performed at 37 kV/228 μA, with an isometric resolution of 9.94 μm per pixel using a 0.5-mm aluminium filter. Reconstruction of the original scan data was performed using NRecon. The same threshold setting for bone tissue was used for all samples. On the three-dimensional reconstructed image, osteolytic lesions on the curved medial tibial surface that completely penetrated the cortical bone and were >100 μm in diameter were counted. Formalin-fixed, decalcified, paraffin-embedded right femorae were sectioned and stained with haematoxylin and eosin and for TRAP activity^61^. Histomorphometric analyses were performed using the OsteoMeasure software (OsteoMetrics, Decatur, GA, USA). Bone formation rate using calcein incorporation was performed on non-decalcified methylmethacrylate-embedded vertebral sections, also using the OsteoMeasure software. For immunohistochemistry, 4-μm slices of formalin-fixed, paraffin-embedded decalcified tibia were rehydrated and epitopes revealed by proteinase K digestion (Millipore Cat#21627, 20 μg/ml for 15 min). Primary antibody was applied overnight at 4 °C: 1:200 anti-VDR (LifeTech MA1-710) and 1:200 anti-OSX Abcam ab22552. Secondary antibody was applied for 1 h at room temperature: 1:200 anti-rat-AF488 (LifeTech A-11006) and 1:200 anti-rabbit-AF568 (LifeTech A-11011), with 2 μg/ml Hoechst 33342. Slides were coverslipped and sealed with Diamond Antifade (Thermo), and then viewed on fluorescent microscope.

Blood was taken by cardiac puncture immediately after culling mice. One hundred and fifty microliters stored in BD Microtainer EDTA tubes (Beckton Dickinson) was used to measure plasma haemoglobin concentration within 6 h (Sysmex KX-21N-automated haematology analyser). Serum was prepared by the centrifugation of clotted blood at >6000 g for 3–5 min in BD Microtainer SST tubes (Beckton Dickinson); serum aliquots were frozen immediately at −80 °C. Serum IgG2b concentration was quantified by enzyme-linked immunosorbent assay (ELISA) (Mouse IgG2b ELISA Quantitation Set, Bethyl Laboratories). Serum kappa free light chain was quantified using Seralite®-FLC ELISA (Abingdon Health). Serum TRAcP5b enzyme activity was quantified using MouseTRAP^TM^ ELISA (Immunodiagnostic Systems). Serum hepcidin concentrations were quantified using the Hepcidin-Murine Compete ELISA Kit (Intrinsic Lifesciences). Serum iron was quantified using the MULTIGENT Iron Kit on the Abbott Architect c16000 automated analyser (Abbott Laboratories). Murine liver explants were stored in RNAlater (Ambion) and homogenised by TissueRuptor (Qiagen), before RNA extraction and quantitative reverse transcription PCR (RT-qPCR). The left tibia and femur were crushed and bone marrow flushed out with exactly 1.5 ml PBS. This PBS was frozen immediately after centrifugation at −80 °C as bone marrow plasma. Bone marrow plasma sclerostin level was measured by Magnetic Luminex Screening Assay (R&D Systems). Bone marrow cell suspensions were filtered (70-µm filter) and analysed for percentage GFP fluorescence or, in the case of the JJN-3 model, the proportion of CD45−. GFP+, human BCMA+ JJN-3 myeloma cells, using a Cyan-ADP Flow cytometer (Beckman Coulter).

### Donated human tissue studies

Peripheral blood mononuclear cells were isolated from pooled human leucocyte cones purchased from NHS Blood and Transplant, and osteoclasts differentiated, as below^62^. Experimental treatments (LDN 100 nM, BMPR1a-FC or ACVR2a-FC 10 μg/ml) were added to media from day after seeding until mature osteoclast formation in control wells. Use of pooled human leucocyte cones for this work was approved by the Oxford Clinical Research Ethics Committee (C01.070). Patients with or under investigation for myeloma consented to the use of bone marrow aspirate samples for research purposes. This work was approved by Oxford Clinical Research Ethics Committee (09/H0606/5 project 13/A238). Mononuclear cells were isolated from fresh bone marrow aspirates using Histopaque (Sigma), and seeded onto tissue culture plates in α-minimum essential medium (α-MEM) culture media containing 10% FCS, l-glutamine (2 mM) and antibiotics. Adherent cells (BMSCs) were grown to confluence, reseeded and treated for 24 h with LDN 100 nM or BMPR1a-FC 10 μg/ml, before RNA extraction and RT-qPCR.

### Apoptosis in vivo

Paraffin-embedded sections of murine femur where deparaffinised and hydrated through graded alcohols to water and then subsequently immersed in citric acid buffer and steamed for 20 min. Sections were then treated with proteinase K (20 µg/ml) for 15 min and then permeabilised in 0.1% Tween for 5 min. ApopTag® Red In situ Apoptosis Detection Kit (S7165 Millipore) protocol was then followed as per the manufacturer’s instructions. Before anti-digoxigenin-rhodamine was added the sections were incubated overnight with 1:500 anti-GFP (Abcam ab13970). Secondary anti-digoxigenin-rhodamine and 1:200 anti-chicken AF488 (LifeTech A11039) were then added for 1 h at room temperature (RT). Sections were mounted using Diamond Antifade (Thermo). Staining was assessed using confocal microscopy, 3 fields of view for each section were taken at ×20 magnification and analysed using image J.

### Cell lines

Huh7 cells (an immortalised human hepatoma cell line^63^) were a gift of Prof. Persephone Borrow, University of Oxford. UMR-106 cell line (ECACC, 90111314) was a gift of Dr. Philippa Hulley, University of Oxford. JJN-3 (DSMZ, ACC 541) and MM1-S (ATCC CRL-2974) cell lines were a gift of Prof. Udo Oppermann, University of Oxford. JJN-3 myeloma cells (DSMZ, ACC 541) used for in vivo studies were a gift of Dr. Shelly Lawson, University of Sheffield. 2T3 mouse preosteoblasts^30^ were a kind gift from Dr. Steve Harris, University of Texas Health Science Center at San Antonio and HS5 human stromal cell line were obtained from ATCC (CRL-11882). 5TGM1 and 5TGM1-GFP murine myeloma cells^64^ were a kind gift from Prof. Gregory Mundy, University of Texas Health Science Center at San Antonio. All cell lines tested negative for mycoplasma.

### In vitro cell line studies

HuH7, UMR-106, 2T3 and HS5 cell lines were maintained in Dulbecco’s minimum essential medium supplemented with 10% FCS, 1% glutamine, and 1% penicillin/ streptomycin.

JJN-3, MM1-S, 5TGM1 and 5TGM1-GFP cells were maintained in RPMI-1640 supplemented with 10% FCS, 1% non-essential amino acids, 1% sodium pyruvate, 1% glutamine, and 1% penicillin/ streptomycin. AlamarBlue® cell viability assays were performed in RPMI supplemented as above, but with 2% FCS. Human BMP6 (R&D Systems) and/or LDN193189 (Sigma) were added at the time of plating. After 72 h incubation, 10% AlamarBlue® (10 μl) was added and the fluorescence was measured after 3 h. For fluorescence expressing cell contact experiment, HS5 cells were seeded for culture and allowed to adhere for 4 h. Media were replaced with/without additional experimental treatments and/or 5TGM1-GFP cells. Plate fluorescence was read at 72 h.

For 2T3 mineralisation assay, 48 h after seeding cells were treated every 3 days with osteogenic media comprising 2% β-glycerophosphate, 150 μM l-ascorbic acid and L-thyroxine 50 ng/ml and experimental treatments as indicated. Ossification was assessed by Alizarin Red staining.

For small interfering RNA (siRNA)-mediated gene knockdown experiments, rat UMR-106 cells were plated at 50% confluency; after 8 h, they were transfected with siRNA targeting rat Acvr1 and rat Bmpr1a (siGenome Smartpool, Dharmacon) using Lipofectamine RNAiMAX (Thermo Fisher), Opti-MEM (Thermo Fisher) and antibiotic-free media. The total amount of siRNA added was 100 nM. Cells were harvested after a further 48 h. LDN193189 (100nM) was added to equivalent wells 24 h before harvest. RNA extraction and RT-qPCR were performed as above.

### Osteoblast differentiation

Primary Sca1+ALCAM− and ALCAM+Sca1− cells were expanded in complete Mesencult medium (mouse, SCT). Cells were then re-plated at 1 × 10^3^/well (96-well plate), and once 60% confluent, media were replaced with Lonza Osteogenic BulletKit complete medium or control medium. At day +14, alkaline phosphatase activity was assessed (Sigma-Aldrich Alkaline Phosphatase Kit) using fast blue RR salt staining and ossification was assessed using Alizarin Red.

In separate experiments, cells were grown in α-MEM containing 20% FBS, 1% glutamine and 1% penicillin/streptomycin for 10 days. Cells were then treated with osteogenic media containing 10% FBS, 10 mM β-glycerophosphate, 10 nM dexamethasone and 150 μM l-ascorbic acid phosphate. Media were changed every 3 days. Alkaline phosphatase activity was assessed (Sigma-Aldrich Alkaline Phosphatase Kit, using fast violet B salt staining). Ossification was assessed using Alizarin Red.

### Adipocyte differentiation

Primary cells were expanded and re-plated as for osteoblast differentiation. Once 100% confluent, media were replaced with Lonza Adipogenic BulletKit complete induction medium, and adipogenesis cycles were performed as per the kit protocol. At day +21, adipogenesis was assessed using Oil Red O stain and BODIPY FL dye. Adiponectin levels were measured in conditioned media taken at days +3 and +21 (R&D Mouse Adiponectin Quantikine ELISA).

### Osteoclast differentiation

Positively selected CD14+ monocytes were seeded onto tissue culture plates in α-MEM culture media (without ribonucleosides/deoxyribonucleosides) containing 10% FCS, l-glutamine (2 mM), penicillin (50 IU/ml) and streptomycin sulfate (50 μg/ml). Cultures were supplemented with macrophage colony-stimulating factor (R&D Systems, 25 ng/ml), RANKL (gift Dr. J Dunford, 35 ng/ml) and experimental treatments either OPG (Peprotech, 500 ng/ml), LDN193189 (Sigma, 100 nM), human BMPR1a-FC (gift Dr. E. Martinez Hackert 10 µg/ml), or human ACVR2a-FC (gift Dr. E. Martinez Hackert 10 µg/ml), every 3–4 days, with mature osteoclasts being formed by day 9. Cells were fixed in 4% formalin and tartrate-resistant acid phosphatase (TRAP) was visualised using naphthol AS-BI phosphate as a substrate, with reaction of the product with Fast Violet B salt. TRAP-positive multi-nucleated cells containing ≥3 nuclei were considered osteoclasts.

### Quantitative real-time PCR

Gene expression in mouse liver tissue and in vitro assays as below was performed on RNA extracted using RNEasy Plus Kit (Qiagen) and reverse transcribed using High Capacity RNA-to-cDNA Kit (Applied Biosystems). RT-qPCR was performed on 7500Fast or QuantStudio7 instruments (Applied Biosystems) using inventoried TaqMan Gene Expression assays (Supplementary Table 6) and TaqMan Gene Expression Master Mix (Applied Biosystems). Changes in gene expression relative to endogenous controls (Hprt1 for mouse and rat, GAPDH for human) were calculated using the 2 − ΔCT method.

### Design of bone homeostasis gene sets

Gene set databases MSigDB, GO, BioCarta and KEGG were searched for gene sets relating to catabolic and/or anabolic aspects of bone turnover.

(A) Bone formation: The above databases were searched using terms ‘bone’, ‘ossification’, ‘mineralization’ and ‘osteoblast’. Members of all gene sets concerned with the positive regulation of bone formation or negative regulation of bone loss were screened, but individual genes within sets only included in the final list if the following criteria were met:

1. Genes were expressed in MSCs or their osteoblast lineage derivatives, in *Mus musculus* or *Rattus norvegicus*.
2. There was experimental evidence, ideally from animal knockout models, that bone formation was enhanced by (in any way and at any stage), or dependent on, expression of the gene in question, in the MSC lineage.

Genes were not included if these criteria were not met. Members of the following gene sets were included:

GO:0002076—osteoblast development

GO:0045669—positive regulation of osteoblast differentiation

GO:0002051—osteoblast fate commitment

GO:0033690—positive regulation of osteoblast proliferation

GO:0001503—ossification

GO:0045779—negative regulation of bone resorption

GO:0045671—negative regulation of osteoclast differentiation

GO:2001205—negative regulation of osteoclast development

GO:0030501—positive regulation of bone mineralisation

In addition, genes in the ‘bone remodelling’ gene set described below were added to this gene set if not already present, if they met ‘pro-bone formation’ inclusion criteria above. The final set comprised 198 members (Supplementary Data 1).

(B) Bone loss: This gene set was designed using an identical process to the ‘bone formation’ set, but reversing the criteria to include gene sets concerned with the negative regulation of bone formation or positive regulation of bone loss. Individual genes within sets were only included in the final list if the following criteria were met:

1. Genes were expressed in MSCs or their osteoblast lineage derivatives, in *Mus musculus* or *Rattus norvegicus*.
2. There was experimental evidence, ideally from animal knockout models, that bone loss was enhanced by (in any way and at any stage), or dependent on, expression of the gene in question, in the MSC lineage.

Genes were not included if these criteria were not met. Members of the following gene sets were included:

GO:0045668—negative regulation of osteoblast differentiation

GO:0033689—negative regulation of osteoblast proliferation

GO:0045780—positive regulation of bone resorption

GO:0030502—negative regulation of bone mineralisation

GO:0045672—positive regulation of osteoclast differentiation

GO:2001206—positive regulation of osteoclast development

GO:0090290—positive regulation of osteoclast proliferation

In addition, genes in the ‘bone remodelling’ gene set that were ‘pro-bone loss’, meeting inclusion criteria above, were added to this gene set if not already present. The final set comprised 154 members (Supplementary Data 1).

(C) Bone remodelling: The above gene set databases were searched using the term ‘bone remodel(l)ing’. Only genes expressed in MSCs and their derivatives, rather than those only expressed by osteoclasts or other inflammatory cells during bone remodelling, were included. The following gene sets were combined:

1. GO ‘Bone remodelling’ (GO:0046849), including all descendent GO term gene sets—limited to genes with evidence in *Mus musculus* or *Rattus norvegicus*.
2. MSigDB C2 gene set **ZAIDI**_OSTEOBLAST_TRANSCRIPTION_FACTORS, with additional genes added by consulting source material^65^.
3. Cancer Gene Anatomy Project (Biocarta) ‘bone remodelling’ pathway (https://cgap.nci.nih.gov/Pathways/BioCarta/h_ranklPathway).

The final set comprised 151 members (Supplementary Data 1).

**(**D) BMP signalling gene set: Forty four BMP pathway members (recognised ligands, inhibitors, receptors, intracellular signalling components and six-well-recognised targets) were included, if expressed by murine MSCs (Supplementary Data 1).

(E) Bone remodelling set with BMP pathway supplementation: Members of the BMP signalling pathway described above (but not already included) were added to bone remodelling gene set (Supplementary Data 1).

### Missing data values

Figures 2, 4, 5 and Supplementary Fig. 11 microCT and histomorphometric data have missing data values (noted in each legend) relative to total experimental *n*. This is due to broken/damaged bones at harvest, especially likely if severe bone disease is present. In Fig. 2l, two GFP percentage data values are missing from the myeloma + LDN cohort due to sample contamination.

### Statistical analyses

Analysis was performed with the GraphPad Prism Software (GraphPad Software Inc.). Where differences between treatment groups were experimentally hypothesised, means were compared using *t* tests. Multiple groupwise comparisons where differences between individual groups were not hypothesis driven were made by analysis of variance. Changes in osteoclast differentiation between paired-untreated/treated samples were assessed using paired *t* tests, and in patient BMSC gene expression experiments, paired ratio *t* tests with correction for false discovery rate by Benjamini and Hochberg method were used, due to baseline variation between patient samples. Significance was defined as *P* < 0.05. RNA-Seq statistical analysis is described above.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Source Data

## Data Availability

RNA-Seq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through accession code GSE135786. Other data are available from the authors upon reasonable request. The source data underlying Figs. 2h, 2I and Supplementary Fig. 7 are provided as a Source Data file.

## References

[1] Kumar SK (2017). Multiple myeloma. Nat. Rev. Dis. Primers.

[2] Silbermann R, Roodman GD (2016). Current controversies in the management of myeloma bone disease. J. Cell. Physiol..

[3] Hauge EM, Qvesel D, Eriksen EF, Mosekilde L, Melsen F (2001). Cancellous bone remodeling occurs in specialized compartments lined by cells expressing osteoblastic markers. J. Bone Miner. Res..

[4] Kim SW (2012). Intermittent parathyroid hormone administration converts quiescent lining cells to active osteoblasts. J. Bone Miner. Res..

[5] Kim SW (2017). Sclerostin antibody administration converts bone lining cells into active osteoblasts. J. Bone Miner. Res..

[6] Reagan MR, Liaw L, Rosen CJ, Ghobrial IM (2015). Dynamic interplay between bone and multiple myeloma: emerging roles of the osteoblast. Bone.

[7] Eda H (2016). Regulation of sclerostin expression in multiple myeloma by Dkk-1: a potential therapeutic strategy for myeloma bone disease. J. Bone Miner. Res..

[8] McDonald MM (2017). Inhibiting the osteocyte-specific protein sclerostin increases bone mass and fracture resistance in multiple myeloma. Blood.

[9] Tian E (2003). The role of the Wnt-signaling antagonist DKK1 in the development of osteolytic lesions in multiple myeloma. N. Engl. J. Med..

[10] Manier S (2017). Genomic complexity of multiple myeloma and its clinical implications. Nat. Rev. Clin. Oncol..

[11] Kawamura C (2000). Bone morphogenetic protein-2 induces apoptosis in human myeloma cells with modulation of STAT3. Blood.

[12] Ro TB (2004). Bone morphogenetic protein-5, -6 and -7 inhibit growth and induce apoptosis in human myeloma cells. Oncogene.

[13] Holien T (2012). Bone morphogenetic proteins induce apoptosis in multiple myeloma cells by Smad-dependent repression of MYC. Leukemia.

[14] Radl J, Croese JW, Zurcher C, Van den Enden-Vieveen MH, de Leeuw AM (1988). Animal model of human disease. Multiple myeloma. Am. J. Pathol..

[15] Nakamura Y (2010). Isolation and characterization of endosteal niche cell populations that regulate hematopoietic stem cells. Blood.

[16] Hu X (2016). Identification of a common mesenchymal stromal progenitor for the adult haematopoietic niche. Nat. Commun..

[17] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[18] Law CW, Chen Y, Shi W, Smyth GK (2014). voom: precision weights unlock linear model analysis tools for RNA-seq read counts. Genome Biol..

[19] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[20] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[21] Chen D (1998). Differential roles for bone morphogenetic protein (BMP) receptor type IB and IA in differentiation and specification of mesenchymal precursor cells to osteoblast and adipocyte lineages. J. Cell Biol..

[22] Sánchez-Duffhues G, Hiepen C, Knaus P, ten Dijke P (2015). Bone morphogenetic protein signaling in bone homeostasis. Bone.

[23] Mohedas AH (2013). Development of an ALK2-biased BMP type I receptor kinase inhibitor. ACS Chem. Biol..

[24] Fabregat A (2016). The Reactome pathway knowledgebase. Nucleic Acids Res..

[25] Yadin D, Knaus P, Mueller TD (2016). Structural insights into BMP receptors: specificity, activation and inhibition. Cytokine Growth Factor Rev..

[26] Baud’huin M (2012). A soluble bone morphogenetic protein type IA receptor increases bone mass and bone strength. Proc. Natl. Acad. Sci. USA.

[27] Seckinger A (2009). Bone morphogenic protein 6: a member of a novel class of prognostic factors expressed by normal and malignant plasma cells inhibiting proliferation and angiogenesis. Oncogene.

[28] Chantry AD (2010). Inhibiting activin-A signaling stimulates bone formation and prevents cancer induced bone destruction in vivo. J. Bone Miner. Res..

[29] Vallet S (2010). Activin A promotes multiple myeloma-induced osteolysis and is a promising target for myeloma bone disease. Proc. Natl. Acad. Sci. USA.

[30] Ghosh-Choudhury N (1996). Immortalized murine osteoblasts derived from BMP 2-T-antigen expressing transgenic mice. Endocrinology.

[31] Baron R, Kneissel M (2013). WNT signaling in bone homeostasis and disease: from human mutations to treatments. Nat. Med..

[32] Kamiya N, Kaartinen VM, Mishina Y (2011). Loss-of-function of ACVR1 in osteoblasts increases bone mass and activates canonical Wnt signaling through suppression of Wnt inhibitors SOST and DKK1. Biochem. Biophys. Res. Commun..

[33] Kamiya N (2010). Wnt inhibitors Dkk1 and Sost are downstream targets of BMP signaling through the type IA receptor (BMPRIA) in osteoblasts. J. Bone Miner. Res..

[34] Yu PB (2008). BMP type I receptor inhibition reduces heterotopic [corrected] ossification. Nat. Med..

[35] Hjertner O (2001). Bone morphogenetic protein-4 inhibits proliferation and induces apoptosis of multiple myeloma cells. Blood.

[36] Maes K (2010). In anemia of multiple myeloma, hepcidin is induced by increased bone morphogenetic protein 2. Blood.

[37] Grcevic D (2010). Bone morphogenetic proteins and receptors are over-expressed in bone-marrow cells of multiple myeloma patients and support myeloma cells by inducing ID genes. Leuk. Res..

[38] Seher A (2017). Utilizing BMP-2 muteins for treatment of multiple myeloma. PLoS ONE.

[39] Kamiya N (2008). Disruption of BMP signaling in osteoblasts through type IA receptor (BMPRIA) increases bone mass. J. Bone Miner. Res..

[40] Kamiya N (2016). Targeted disruption of BMP signaling through type IA receptor (BMPR1A) in osteocyte suppresses SOST and RANKL, leading to dramatic increase in bone mass, bone mineral density and mechanical strength. Bone.

[41] Okamoto M (2011). Conditional deletion of Bmpr1a in differentiated osteoclasts increases osteoblastic bone formation, increasing volume of remodeling bone in mice. J. Bone Miner. Res..

[42] Shi C (2016). Deletion of BMP receptor type IB decreased bone mass in association with compromised osteoblastic differentiation of bone marrow mesenchymal progenitors. Sci. Rep..

[43] Jensen ED (2010). Bone morphogenic protein 2 directly enhances differentiation of murine osteoclast precursors. J. Cell. Biochem..

[44] Bataille R (1991). Recruitment of new osteoblasts and osteoclasts is the earliest critical event in the pathogenesis of human multiple myeloma. J. Clin. Investig..

[45] Delgado-Calle J (2016). Bidirectional Notch signaling and osteocyte-derived factors in the bone marrow microenvironment promote tumor cell proliferation and bone destruction in multiple myeloma. Cancer Res..

[46] Zhang Y (2016). Loss of BMP signaling through BMPR1A in osteoblasts leads to greater collagen cross-link maturation and material-level mechanical properties in mouse femoral trabecular compartments. Bone.

[47] Wang Y, Zhu J, DeLuca HF (2014). Identification of the vitamin D receptor in osteoblasts and chondrocytes but not osteoclasts in mouse bone. J. Bone Miner. Res..

[48] Cianferotti L, Demay MB (2007). VDR-mediated inhibition of DKK1 and SFRP2 suppresses adipogenic differentiation of murine bone marrow stromal cells. J. Cell. Biochem..

[49] St John HC (2014). The osteoblast to osteocyte transition: epigenetic changes and response to the vitamin D3 hormone. Mol. Endocrinol..

[50] Lawson MA (2015). Osteoclasts control reactivation of dormant myeloma cells by remodelling the endosteal niche. Nat. Commun..

[51] Platzbecker U (2017). Luspatercept for the treatment of anaemia in patients with lower-risk myelodysplastic syndromes (PACE-MDS): a multicentre, open-label phase 2 dose-finding study with long-term extension study. Lancet Oncol..

[52] Abdulkadyrov KM (2014). Sotatercept in patients with osteolytic lesions of multiple myeloma. Br. J. Haematol..

[53] Steinbicker AU (2011). Inhibition of bone morphogenetic protein signaling attenuates anemia associated with inflammation. Blood.

[54] Lawson MA (2015). NOD/SCID-GAMMA mice are an ideal strain to assess the efficacy of therapeutic agents used in the treatment of myeloma bone disease. PLoS ONE.

[55] Picelli S (2014). Full-length RNA-seq from single cells using Smart-seq2. Nat. Protoc..

[56] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[57] Li H (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[58] DeLuca DS (2012). RNA-SeQC: RNA-seq metrics for quality control and process optimization. Bioinformatics.

[59] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[60] Liao Y, Smyth GK, Shi W (2013). The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. Nucleic Acids Res..

[61] Edwards CM (2008). Increasing Wnt signaling in the bone marrow microenvironment inhibits the development of myeloma bone disease and reduces tumor burden in bone in vivo. Blood.

[62] Knowles HJ, Cleton-Jansen AM, Korsching E, Athanasou NA (2010). Hypoxia-inducible factor regulates osteoclast-mediated bone resorption: role of angiopoietin-like 4. FASEB J..

[63] Nakabayashi H, Taketa K, Miyano K, Yamane T, Sato J (1982). Growth of human hepatoma cells lines with differentiated functions in chemically defined medium. Cancer Res..

[64] Dallas SL (1999). Ibandronate reduces osteolytic lesions but not tumour burden in a murine model of myeloma bone disease. Blood.

[65] Zaidi M (2007). Skeletal remodeling in health and disease. Nat. Med..

# Supplementary material for: Transcriptomic profiling of the myeloma bone-lining niche reveals BMP signalling inhibition to improve bone disease
**Source:** Nat Commun. 2019 Oct 4;10:4533. doi: 10.1038/s41467-019-12296-1
**Supplement:** Supplementary file 1 — Supplementary Information

**Transcriptomic profiling of the myeloma bone-lining niche reveals BMP signalling inhibition to improve bone disease**

**Gooding et al.**

## SUPPLEMENTARY INFORMATION

### SUPPLEMENTARY FIGURES:

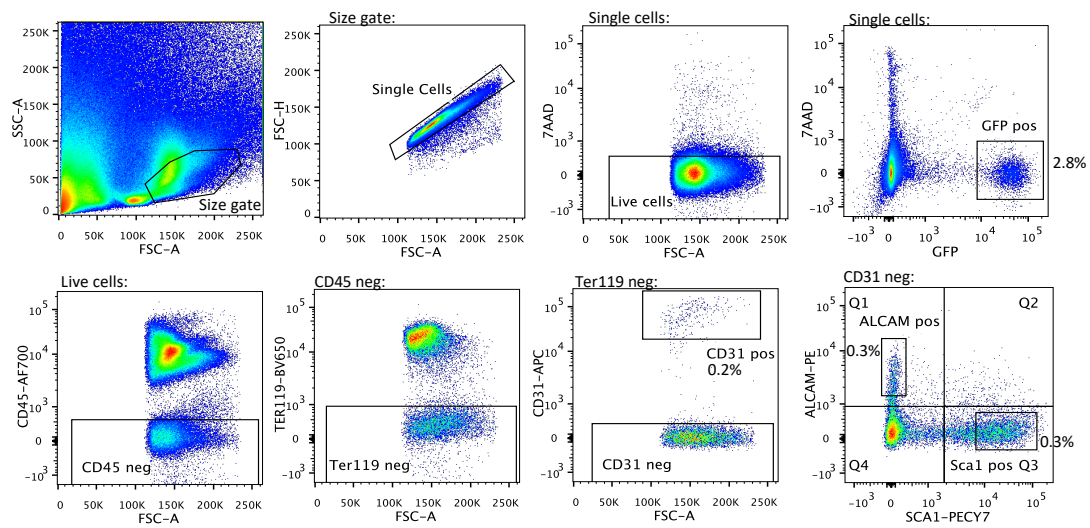

### Supplementary Figure 1:

#### Full gating strategy used to FACS sort bone lining niche and 5TGM1-GFP myeloma cells

Plots representing the full gating strategy used to sort GFP-tagged 5TGM1 myeloma cells, CD45-/Ter119-/CD31+ endothelial cells, CD45-/Ter119-/CD31-/Sca1+ stromal progenitor cells and CD45-/Ter119-/CD31-/ALCAM+ osteoprogenitor cells. Percentages of sorted populations shown are all expressed as percentages of the live cell gate. The parent population of each plot is stated above the plot. For antibody conjugates used, see Supplementary Table S7.

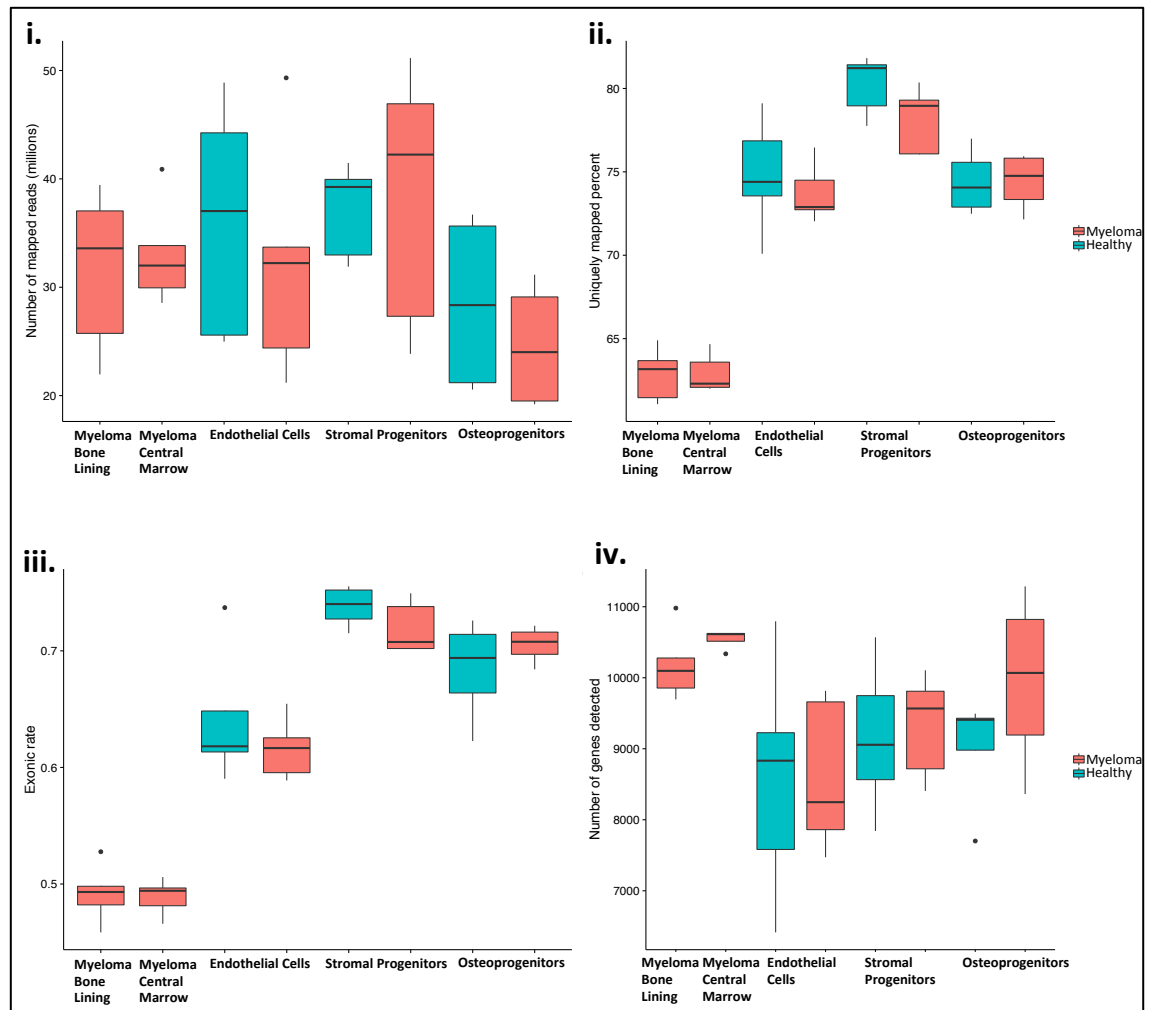

A

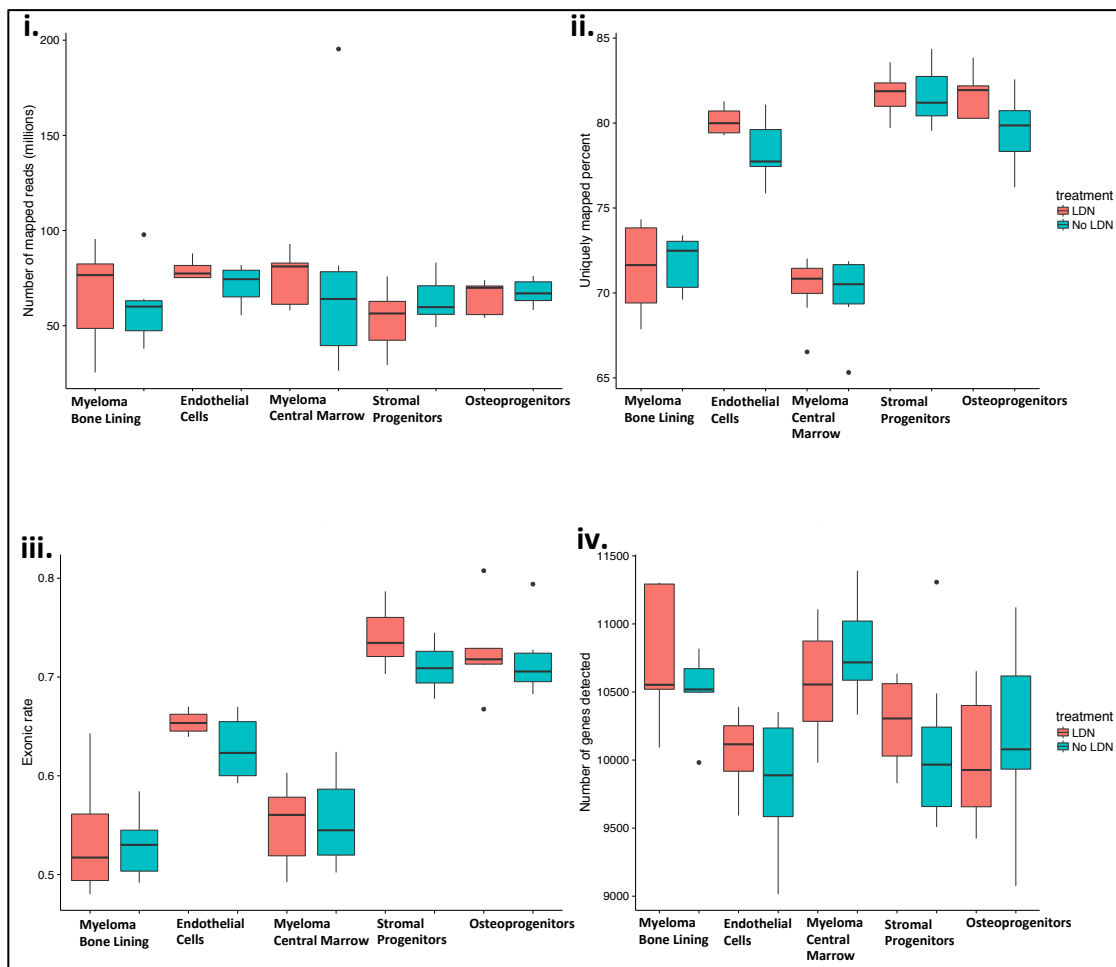

## B

### Supplementary Figure 2:

#### Quality control assessment of RNASeq mapping

(A) Healthy vs Myeloma-bearing mice: i) number and ii) percentage of reads mapping uniquely to the genome, iii) proportion of reads that map to annotated exonic regions and iv) number of genes that are expressed in each group of samples

(B) LDN-treated vs Non LDN-treated Myeloma-bearing mice: as above.

(A) and (B): The centre line is the median (50% quantile), box boundaries denote 25% quantile to the 75% quantile. Bottom whisker: smaller observation greater than or equal to lower box boundary - 1.5 \* IQR (inter-quartile range). Top whisker: largest observation less than or equal to upper box boundary + 1.5 \* IQR.

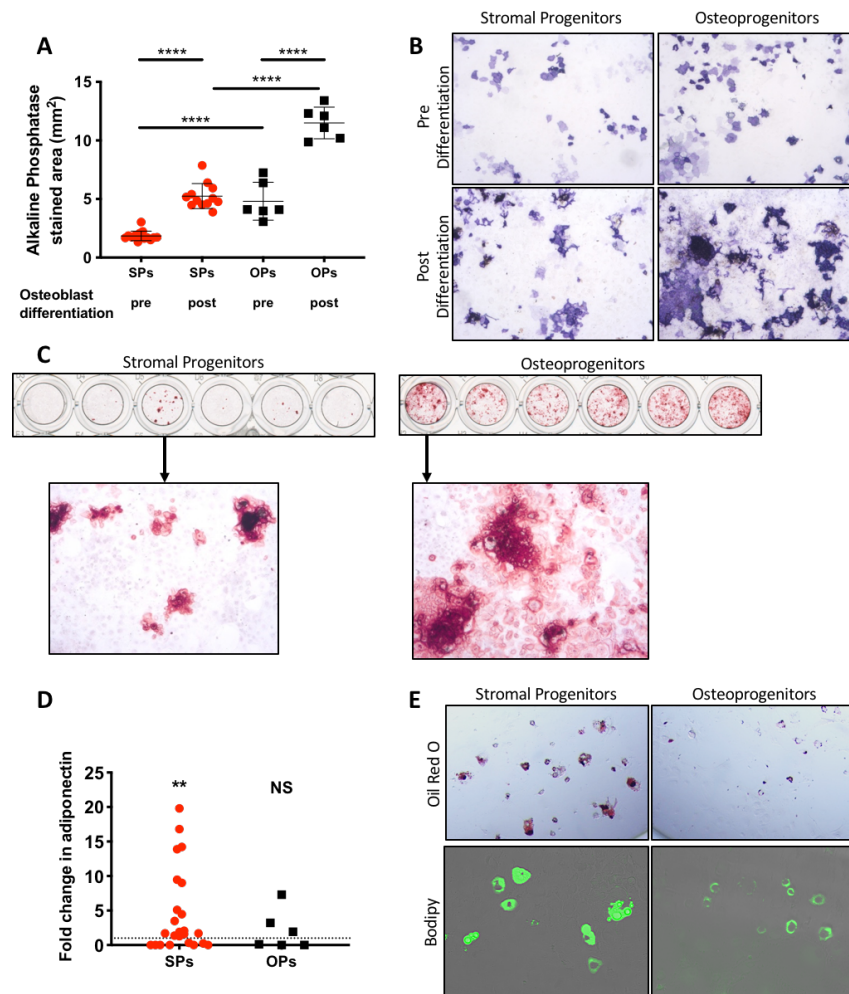

**Supplementary Figure 3: Characterisation of osteoprogenitors (ALCAM+Sca1-) and stromal progenitor cells (Sca1+ALCAM-)**

Stromal progenitor cells (Sca1+ ALCAM-) and osteoprogenitors (ALCAM+, Sca1-) were sorted from the bone lining of hindlimb long bones of healthy mice and cultured in control, osteogenic or adipogenic media.

(A) Alkaline phosphatase activity was quantitated pre and post culture in osteogenic media. \*\*\*\* $p < 0.0001$ , data represent mean  $\pm$  s.d. One-way ANOVA, Sidak's multiple comparison test. SP; stromal progenitor. OP; osteoprogenitor

(B) Cells were stained for alkaline phosphatase, using fast blue RR salt staining, pre and post culture in osteogenic media.

(C) Cells were stained for alizarin red following culture in osteogenic media.

(D) Adiponectin, expressed relative to undifferentiated (day 3) conditions was measured in culture media following 21 days culture in adipogenic media. \*\* $p < 0.01$  as compared to day 3 undifferentiated conditioned media. Sidak's multiple comparison test. SP; stromal progenitor. OP; osteoprogenitor

(E) Adipocytes were visualized using Oil Red O and Bodipy following culture in adipogenic media.

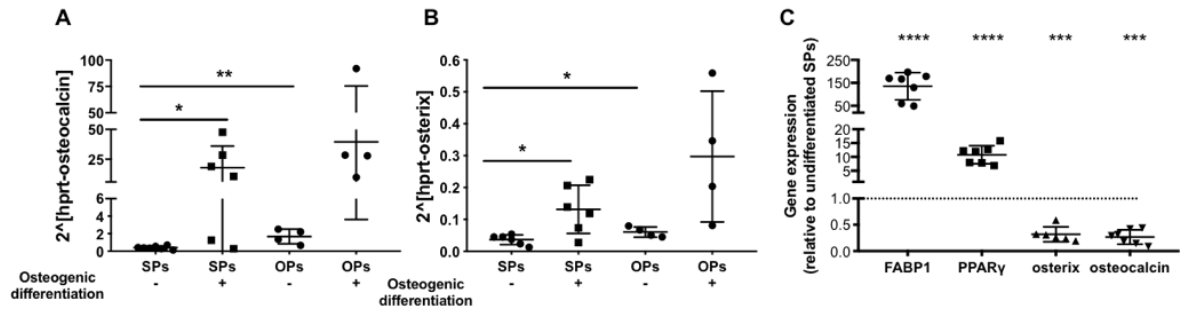

#### Supplementary Figure 4: Gene expression in osteoprogenitors (ALCAM+Sca1-) and stromal progenitor cells (Sca1+ALCAM-)

In separate experiments, stromal progenitor cells (Sca1+ ALCAM-) and osteoprogenitors (ALCAM+, Sca1-) were sorted from the bone lining of hindlimb long bones of healthy mice and cultured in control, osteogenic or adipogenic media.

(A) Expression of *osteocalcin* in SPs and OPs after culture in osteogenic or control media.

(B) Expression of *osterix* in SPs and OPs after culture in osteogenic or control media.

(C) Expression of *FABP1*, *PPAR-γ*, *osterix* and *osteocalcin* in SPs after culture in adipogenic or control media, expressed relative to control (undifferentiated) conditions.

SP; stromal progenitor, OP; osteoprogenitor, data represent mean  $\pm$  s.d. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , t-test.

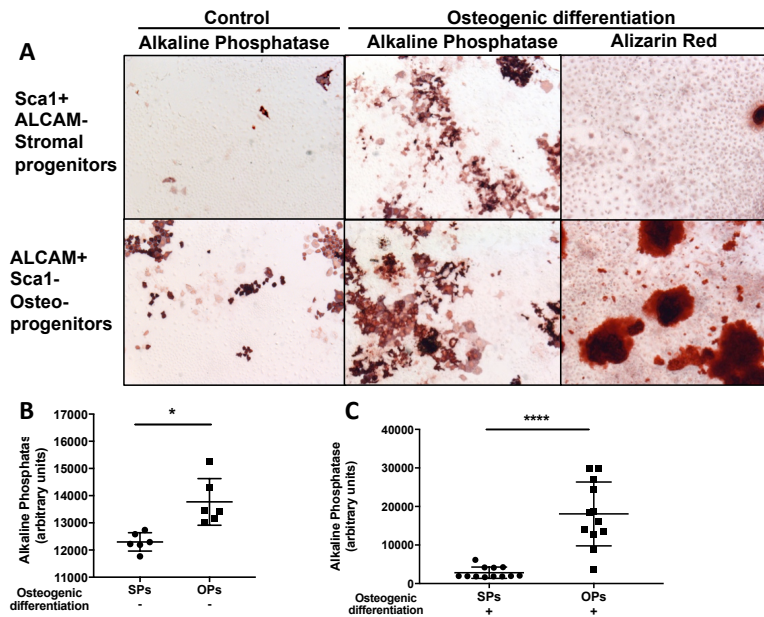

**Supplementary Figure 5: Osteogenic differentiation of osteoprogenitors (ALCAM+Sca1-) and stromal progenitor cells (Sca1+ALCAM-) in myeloma-bearing mice**

Stromal progenitors and osteoprogenitors sorted from the bone lining of hindlimb long bones of myeloma-bearing mice, and cultured in control or osteogenic media.

(A) Cells were stained for alkaline phosphatase (using fast violet B salt staining) or alizarin red.

(B) Alkaline phosphatase activity in stromal progenitors (SPs) and osteoprogenitors (OPs) sorted from myeloma-bearing mice, after culture to confluency (7 days).

(C) As (H), after further differentiation in osteogenic media (7 days).

SP; stromal progenitor, OP; osteoprogenitor, data represent mean  $\pm$  s.d. \* $p < 0.05$ , \*\*\* $p < 0.001$ , t-test.

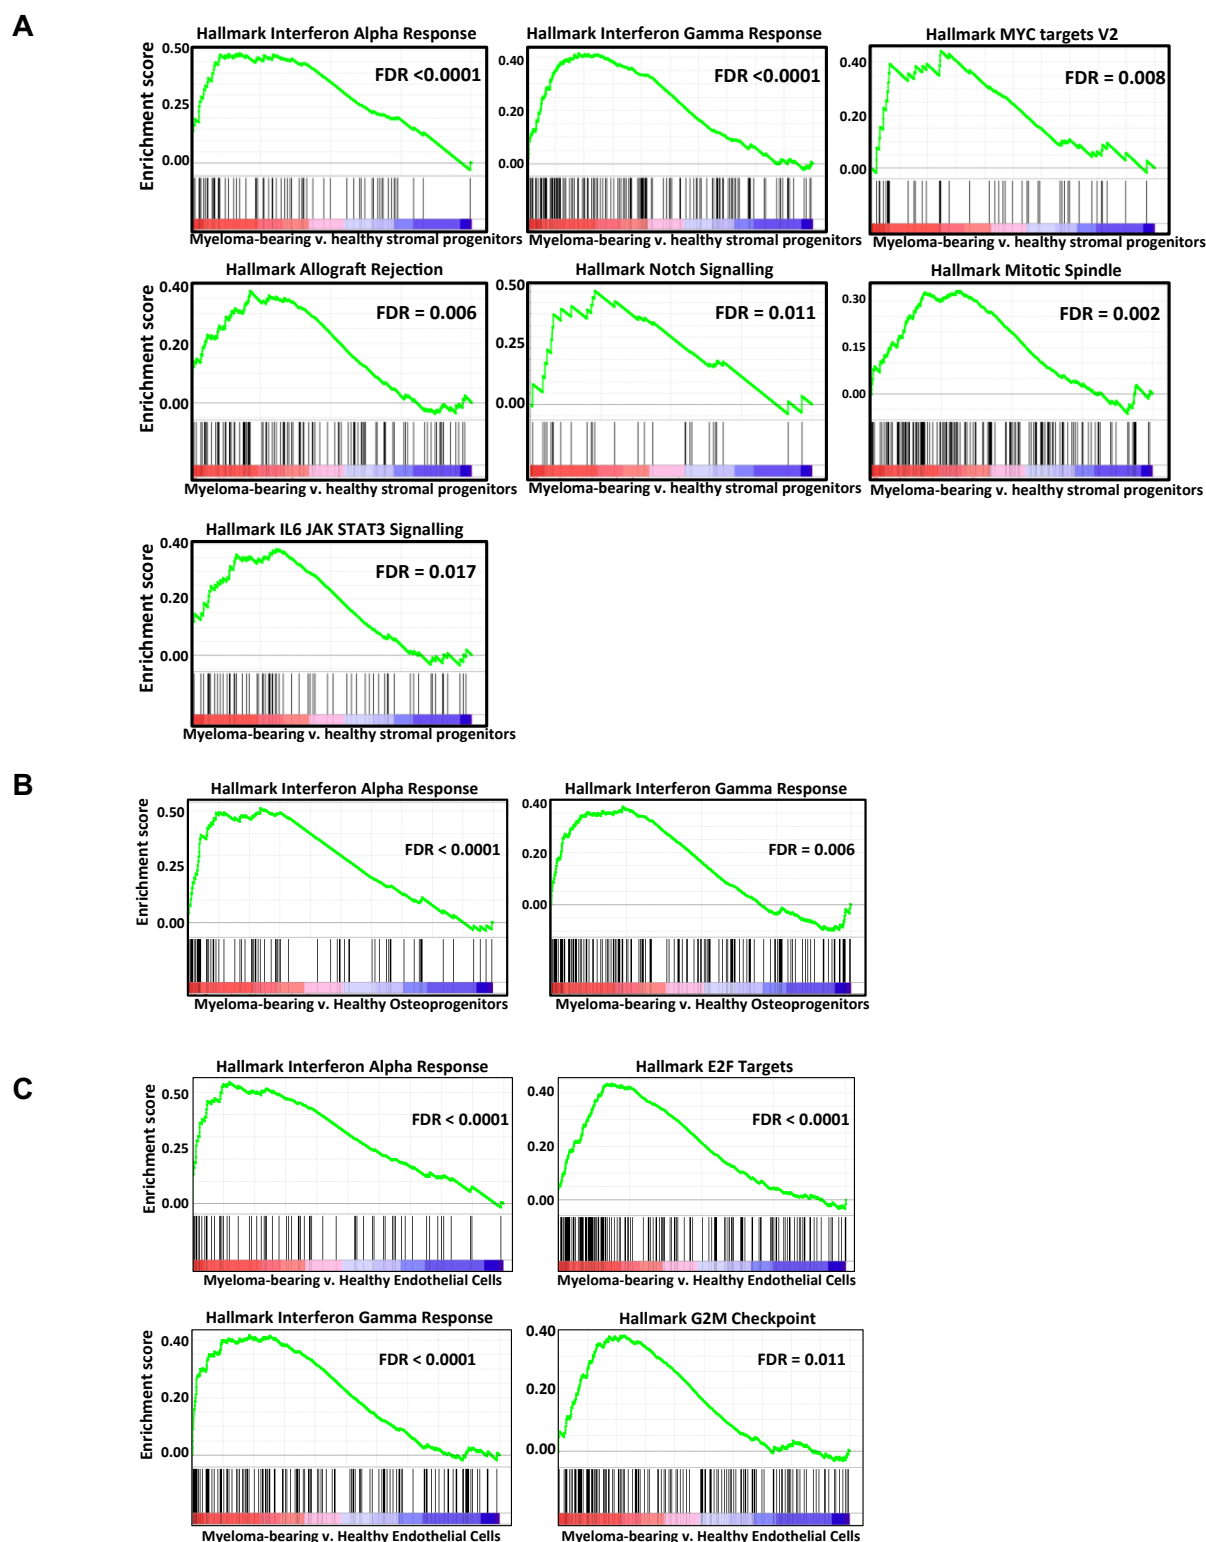

**Supplementary Figure 6: Screening GSEA analysis of gene expression in bone lining niche components from myeloma-bearing and healthy mice using MSigDB Hallmark gene sets<sup>57</sup>.**

Hallmark gene sets are shown if they are positively enriched in myeloma-bearing mice with FDR < 0.05.

(A) Sca1+ALCAM- stromal progenitors

- (B) ALCAM+Sca1- osteoprogenitors
- (C) CD31+ endothelial cells

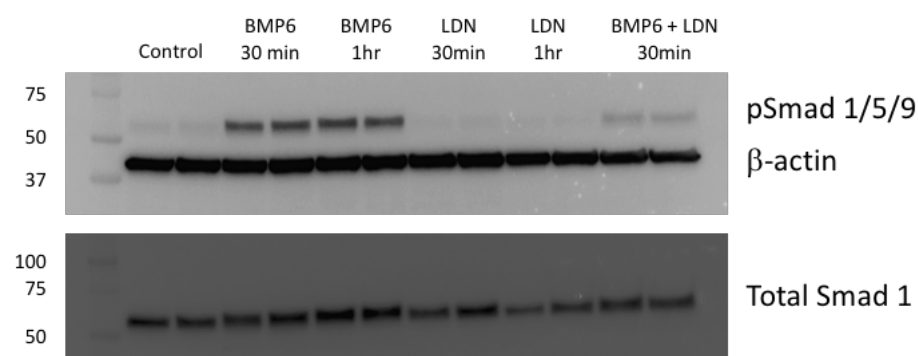

**Supplementary Figure 7: Phosphorylated Smad1/5/9: Total Smad1 ratio in response to BMP6 or LDN treatment of 2T3 cells**

Western blot demonstrating treatment of pre-osteoblast 2T3 cells with human BMP6 (200ng/ml) and LDN (100nM) for time as marked. Source data are provided as a Source Data file. Ladder size indicated in kDa.

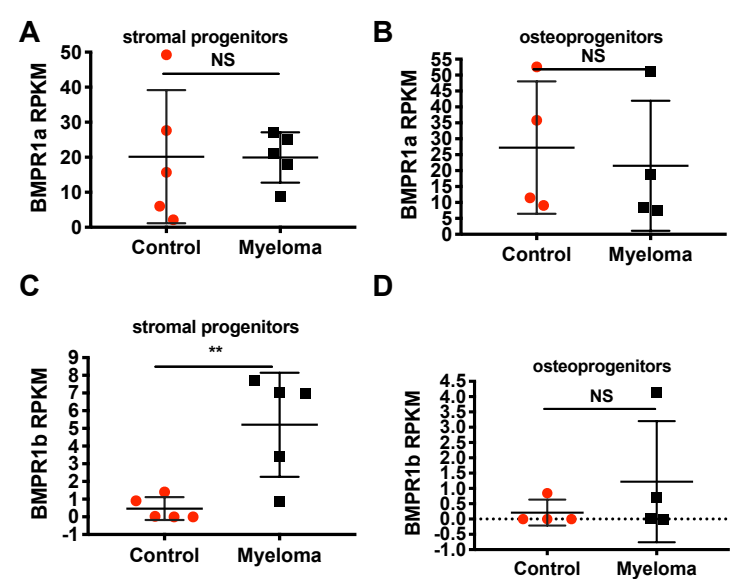

**Supplementary Figure 8: BMPR1a and BMPR1b expression in stromal progenitors and osteoprogenitors**

- (A) BMPR1a expression in stromal progenitors
- (B) BMPR1a expression in osteoprogenitors
- (C) BMPR1a expression in stromal progenitors
- (D) BMPR1a expression in osteoprogenitors

Data represent mean ± s.d. \*\* p<0.01, t-test

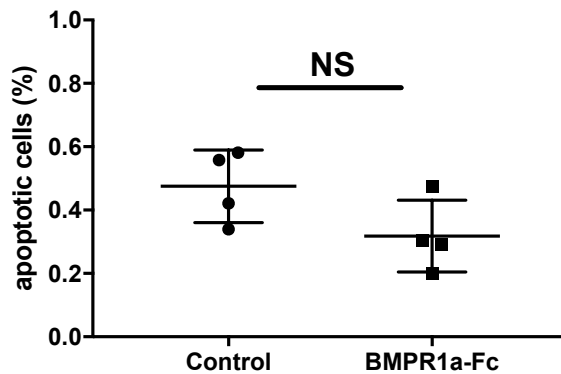

**Supplementary Figure 9: Effect of BMPR1a-Fc on 5TGM1 myeloma cell apoptosis in vivo**

Apoptotic myeloma cells (TUNEL+/GFP+) are expressed as a proportion of total myeloma cells. Data represent mean  $\pm$  s.d. t-test

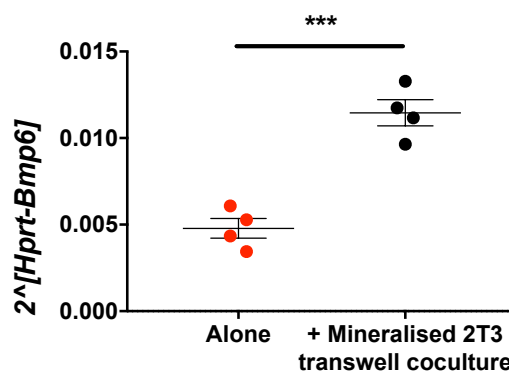

**Supplementary Figure 10: 5TGM1 BMP6 expression is increased on 24h transwell co-culture with mineralized 2T3 cells**

(n=4 replicates)

5TGM1 cell BMP2/4/6 gene expression analysis demonstrated only BMP6 is expressed, therefore BMP2 and BMP4 not shown. Data represent mean  $\pm$  s.d.

\*\*\*p<0.001, t-test.

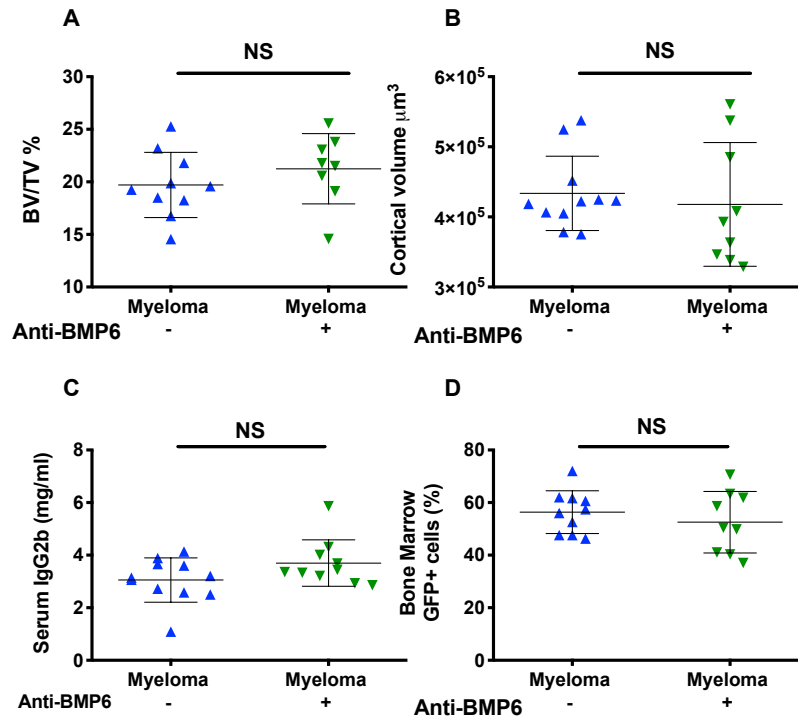

**Supplementary Figure 11: Specific blockade of BMP6 with Anti-BMP6 *in vivo* has no effect on trabecular or cortical bone mass or tumour burden (5TGM1 model).**

n = 11/Isotype control group, 10/Anti-BMP6 group. Missing data values: see methods. Reconstructed tibial metaphyseal images analysed using Bruker CTAn software to generate: Data represent mean  $\pm$  s.d., t-test

(A) Total BV/TV (bone volume / total volume)

(B) Cortical volume in  $\mu\text{m}^3$

(C) 5TGM1-GFP myeloma burden quantification using serum IgG2b level (mg/ml)

(D) 5TGM1-GFP myeloma burden quantification using bone marrow GFP+ cell percentage

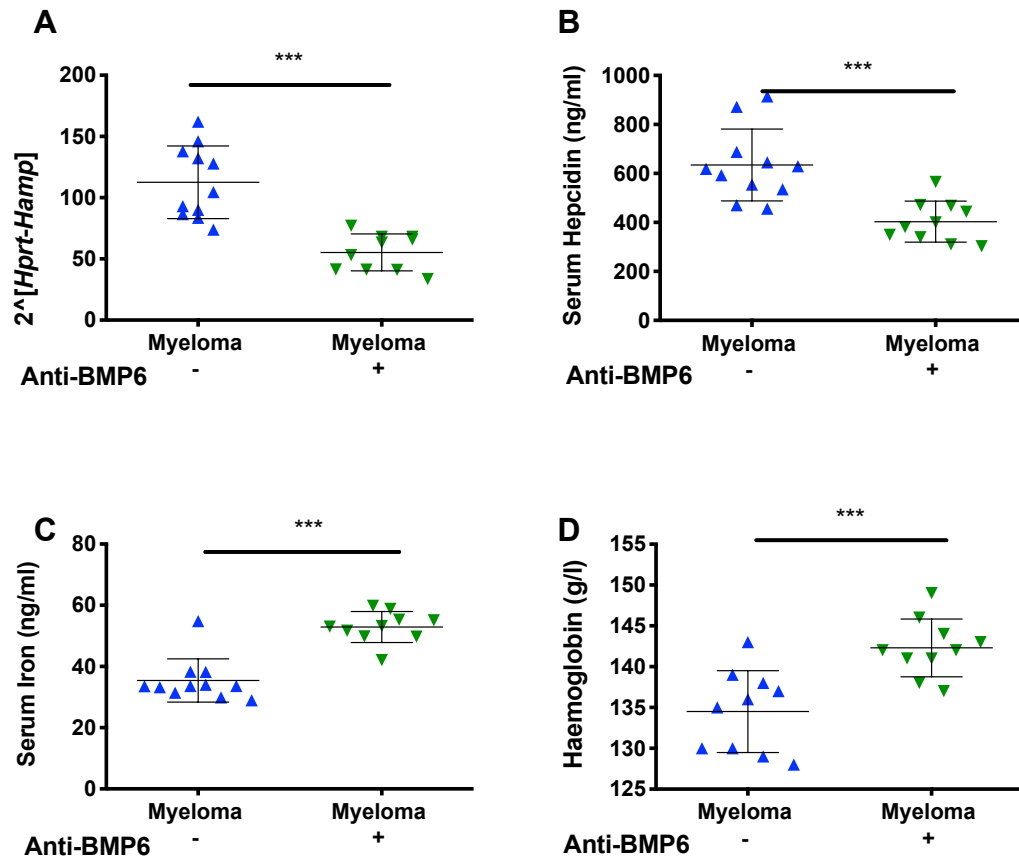

**Supplementary Figure 12: Specific blockade of BMP6 with Anti-BMP6 *in vivo* reduces liver hepcidin expression and serum hepcidin, and increases serum iron and haemoglobin level (5TGM1 model).**

n = 11/Isotype control group, 10/Anti-BMP6 group. Missing data values: see supplementary methods.

(A) Liver Heparidin (Hamp) gene expression (2<sup>-ΔCT</sup>)

(B) Serum hepcidin concentration (ng/ml)

(C) Serum iron (ng/ml)

(D) Haemoglobin (g/L)

Data represent mean ± s.d. \*\*\*p<0.001, t-test.

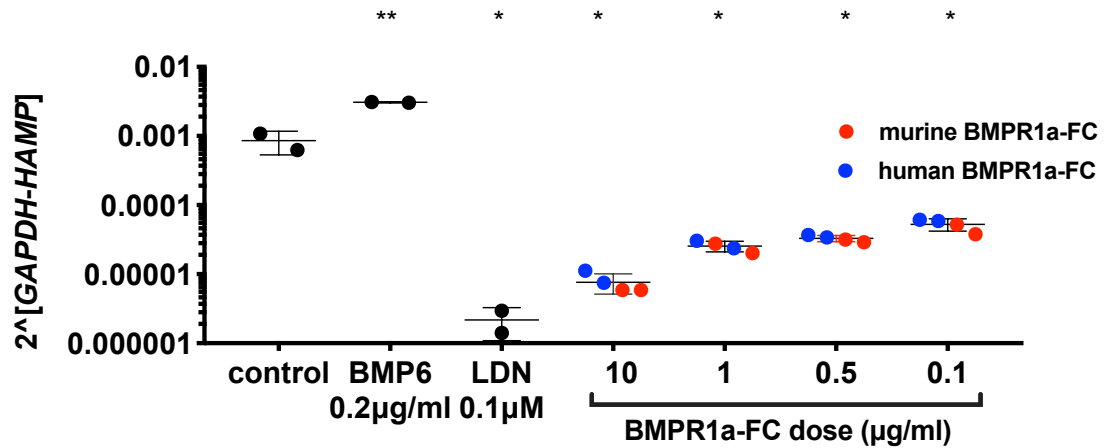

**Supplementary Figure 13: *In vitro* suppression of *HAMP* gene expression ( $2^{-\Delta CT}$ ) in HuH7 human hepatoma cells by BMPR1a-Fc.**

Dose response curve comparing potency of BMPR1a-FC to 0.1  $\mu$ M LDN-193189.  $n = 4$  replicates, 2 using human BMPR1a-FC, 2 using murine BMPR1a-FC. Data represent mean  $\pm$  s.d. \* $p < 0.05$ , \*\* $p < 0.01$ , One-way ANOVA.

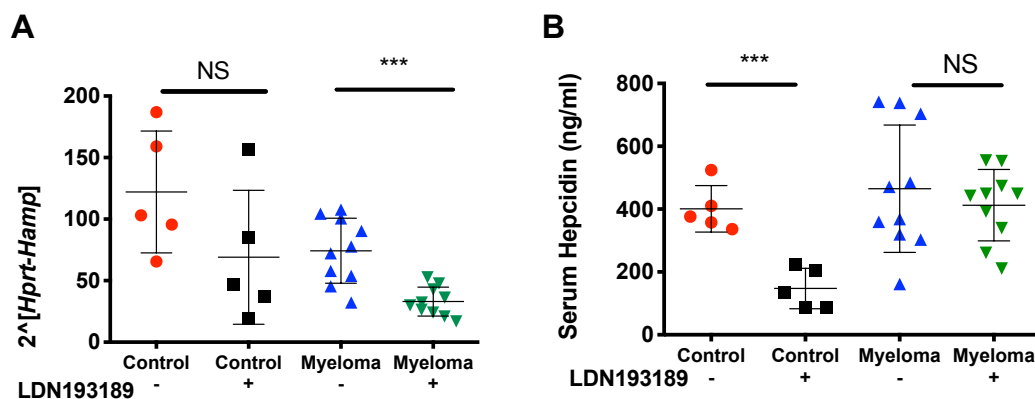

**Supplementary Figure 14: Indices of anaemia in myeloma-bearing mice following treatment with LDN193189 (5TGM1 model)**

$n = 10$ /control group, 20/myeloma group, total  $n = 60$  for microCT-derived indices;  $n = 5$ /control group, 10/myeloma group, total  $n = 30$  for other indices. Missing data values: see supplementary methods.

(A) Liver *Hamp* gene expression ( $2^{-\Delta CT}$ )

(B) Serum hepcidin concentration (ng/ml)

Data represent mean  $\pm$  s.d. \*\*\* $p < 0.001$ , t-test.

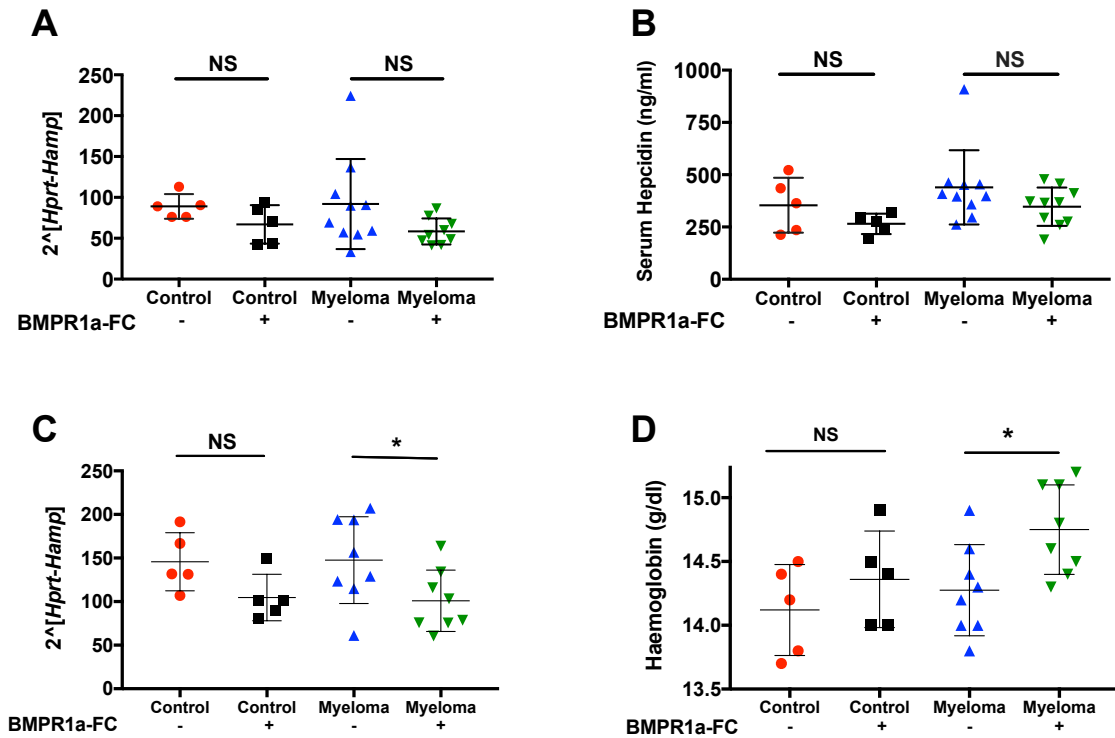

**Supplementary Figure 15: Indices of anaemia in myeloma-bearing mice (5TGM1 and JJN-3 models) following treatment with BMPR1a-Fc**

(5TGM1 model; n = 5/ control group, 10/ myeloma group, total n = 30.

JJN-3 model; n=5/control group, 8/myeloma group, total n=26)

(A) Liver Hepcidin (*Hamp*) gene expression ( $2^{-\Delta CT}$ ) in healthy or 5TGM1 myeloma-bearing mice treated with BMPR1a-Fc or vehicle.

(B) Serum Hepcidin concentration (ng/ml) in healthy or 5TGM1 myeloma-bearing mice treated with BMPR1a-Fc or vehicle.

(C) Liver Hepcidin (*Hamp*) gene expression ( $2^{-\Delta CT}$ ) in healthy or JJN-3 myeloma-bearing mice treated with BMPR1a-Fc or vehicle.

(D) Haemoglobin (g/L) in healthy or JJN-3 myeloma-bearing mice treated with BMPR1a-Fc or vehicle.

Data represent mean  $\pm$  s.d. \*p<0.05, t-test

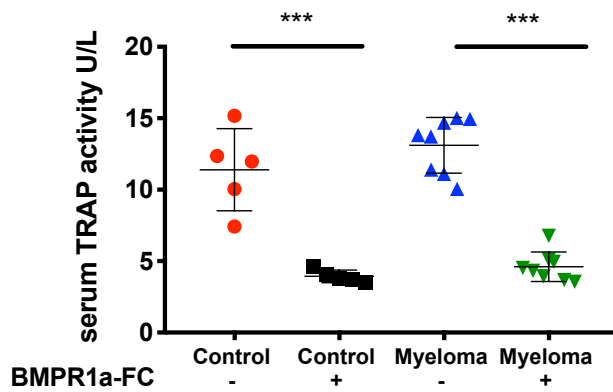

**Supplementary Figure 16: Serum TRAP5b concentrations in JJN-3 myeloma-bearing mice following treatment with BMPR1a-Fc**

n=5/control group, 8/myeloma group, total n=26). Serum TRAP5b activity (U/L)

Data represent mean  $\pm$  s.d. \*\*\*p<0.001. t-test.

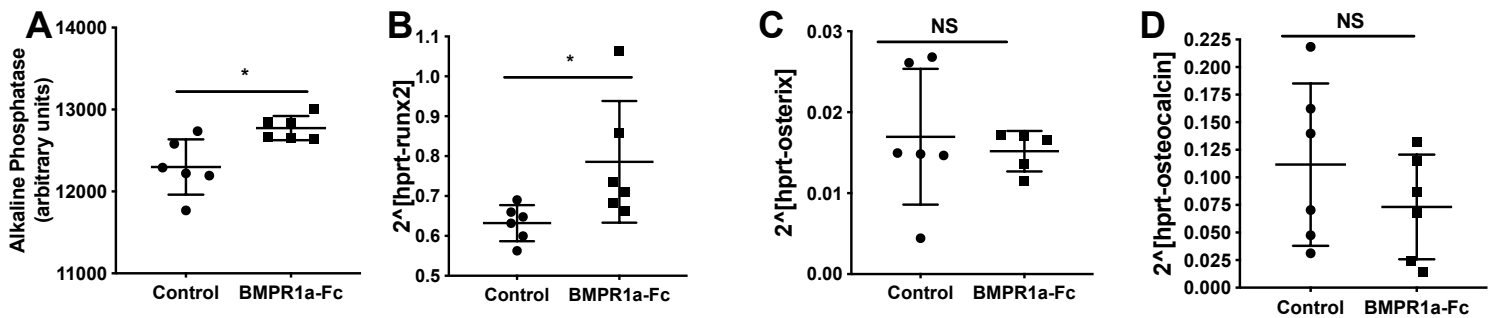

**Supplementary Figure 17: Characterization of cultured stromal progenitors (ALCAM-, Sca1+) isolated from 5TGM1 myeloma-bearing mice treated with BMPR1a-Fc**

n=6/group total n=26

(A) Alkaline phosphatase (arbitrary units)

(B) *Runx2* gene expression

(C) *Osterix* gene expression

(D) *Osteocalcin* gene expression

Data represent mean  $\pm$  s.d. \*p<0.05, t-test

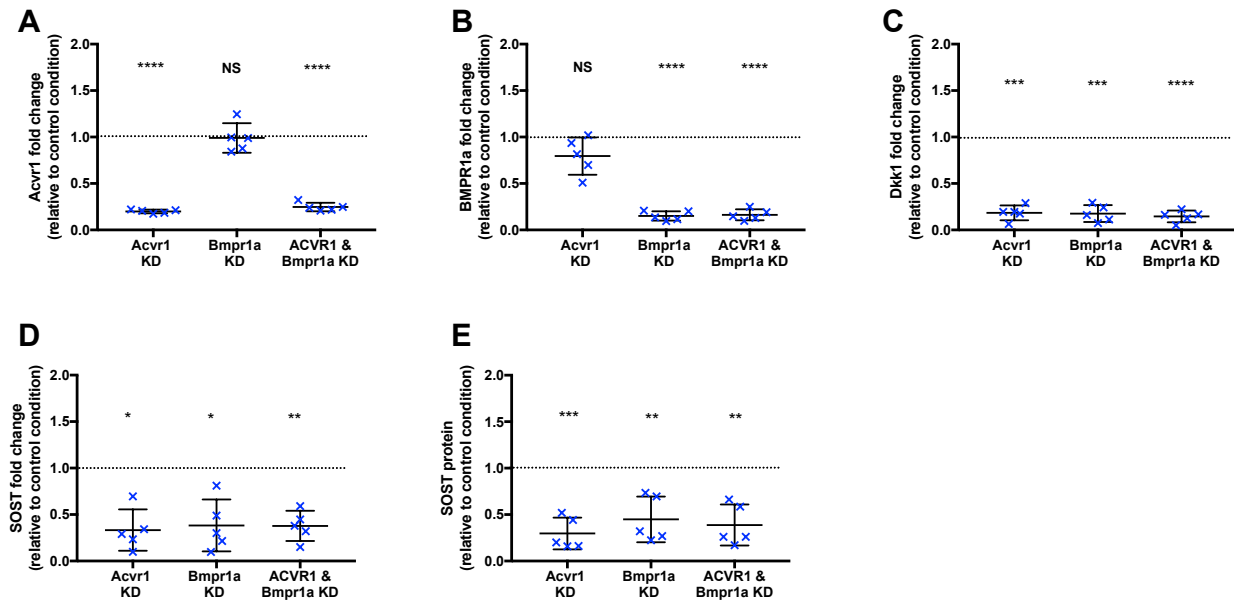

**Supplementary Figure 18: Effect of single and double knockdown (KD) of *Acvr1* and *BMPR1a* in osteosarcoma cells (UMR106.01)**

- (A) *Acvr1* gene expression
- (B) *BMPR1a* gene expression
- (C) *Dkk1* gene expression
- (D) *SOST* gene expression
- (E) *SOST* protein expression

Data represent mean  $\pm$  s.d.  $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  as compared to control, One-way ANOVA

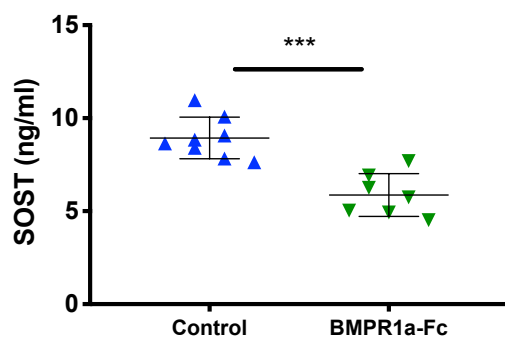

**Supplementary Figure 19: Effect of BMPR1a-Fc on SOST in bone marrow plasma of JJN-3 myeloma-bearing mice**

SOST protein expression (ng/ml). Data represent mean  $\pm$  s.d. \*\*\* $p < 0.001$ , t-test.

## SUPPLEMENTARY TABLES

|                                                 | 5TGM1 myeloma cells                                    | CD31+ Endothelial cells                                                           | Sca1+ ALCAM- CD31- Stromal progenitors                          | ALCAM+ Sca1- CD31- Osteoprogenitors                                                |
|-------------------------------------------------|--------------------------------------------------------|-----------------------------------------------------------------------------------|-----------------------------------------------------------------|------------------------------------------------------------------------------------|
| Uniquely expressed                              | CD45 (Ptprc)<br>CD48 (Slamf2)<br>CD319 (Slamf7)<br>Igj | P-selectin (Selp)<br>VE-cadherin (Cdh5)<br>Angpt1 receptor (Tek)<br>CD31 (Pecam1) |                                                                 | ALCAM (CD166)<br>Bmp7<br>Dkk1<br>Osterix (Sp7)<br>N-cadherin (Cdh2)                |
| Enriched                                        | Cxcr4                                                  | Vcam1<br>Endoglin (Eng)<br>Fabp4<br>Ly6a (Sca1)<br>Cxcl12                         | Ly6a (Sca1)<br>Lepr<br>Pdgrfa<br>Pdgrfb<br>Prrx1<br>Cxcl12      | Osteocalcin (Bglap)<br>Sox9<br>Col1a1<br>Runx2<br>Alpl<br>Cxcl12<br>Lepr<br>Pdgrfb |
| Some expression but less than another cell type | Alpl<br>Pecam1                                         |                                                                                   | Sox9<br>Col1a1<br>Runx2<br>Fabp4<br>Osteocalcin (Bglap)<br>Alpl | Pdgfra<br>Ly6a (Sca1)<br>Prrx1<br>Vcam1<br>Fabp4                                   |

**Supplementary Table 1:**

**Gene expression markers used to phenotype bone lining cell compartments.**

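Transcripts of osteogenic genes were measured in the 10 libraries of stromal progenitors, each of 100 cells. Col1a1, which encodes the collagen I alpha chain, averaged 700 ± 257 RPKM (SD, n = 5) in healthy and 765 ± 362 RPKM (SD, n = 5) in myeloma-bearing mice. Alpl, which encodes alkaline phosphatase, averaged 23.4 ± 22.5 and 22.2 ± 18.4 RPKM and had at least 26 reads in every library. Bglap, the gene of osteocalcin, averaged 50.6 ± 26.1 and 95.9 ± 77.5 RPKM. Sox9 averaged 83.8 ± 40.6 and 86.9 ± 43.8 RPKM, and Runx2 4.84 ± 5.35 and 4.28 ± 5.91 RPKM, with 0 reads in 1 library of healthy mice. Sp7, the gene of osterix, averaged 0.146 ± 0.316 and 0.129 ± 0.288 RPKM, with 0 reads in 3 libraries of healthy and 4 of myeloma-bearing mice. Alcam averaged 0.229 ± 0.501 and 0.303 ± 0.631 RPKM. None of these means says how many of the sorted cells held a transcript.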

Nakamura *et al*<sup>47</sup> demonstrated that Alcam-Sca1<sup>+</sup> stromal progenitors had the potential to differentiate down osteogenic or adipogenic pathways, although our gene expression analysis confirmed early osteogenic differentiation was present at least in some cells in 100-cell subsets. It is likely to contain a range of early commitment stages. 

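Among osteoblastic genes in the 8 osteoprogenitor libraries, Bglap averaged 28112 ± 16569 RPKM (SD, n = 8) and at most 73.3 RPKM in another cell type. Its smallest log2 difference from another type was 8.71 (limma over all 38 libraries, adjusted p = 2.07e-13). Col1a1 averaged 4976 ± 2263 RPKM (SD, n = 8), with a smallest log2 difference of 2.79 from stromal progenitors. Sox9 averaged 239 ± 52.7 RPKM, against 85.3 RPKM in stromal progenitors, a log2 difference of 1.59 (adjusted p = 0.000309). Cdh2, Bmp7 and Sp7 averaged 8.73 ± 5.17, 12.4 ± 12.2 and 12.9 ± 11.0 RPKM (SD, n = 8 for each) and at most 0.336, 0.00998 and 0.137 RPKM in any other cell type. Their smallest log2 differences were 2.72, 3.10 and 3.11. Bmp7 had 0 reads in 9 of the 10 stromal progenitor libraries, and 1 read in the other.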

The Alcam<sup>+</sup>Sca1<sup>-</sup> fraction however reportedly retained poor ability to pursue adipogenic differentiation<sup>47</sup> and our analysis confirmed a range of osteoblastic markers uniquely present or enriched in this population (Bglap, Col1a1, Sox9, Cdh2, Bmp7, Sp7).

| Gene Set Name                                                            | NES  | FDR     |
|--------------------------------------------------------------------------|------|---------|
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION                               | 2.32 | <0.0001 |
| HALLMARK_KRAS_SIGNALING_UP                                               | 1.84 | 0.0021  |
| HALLMARK_ANGIOGENESIS                                                    | 1.91 | 0.0021  |
| HALLMARK_COAGULATION                                                     | 1.77 | 0.0033  |
| REACTOME_COLLAGEN_FORMATION                                              | 1.95 | 0.0178  |
| REACTOME_NCAM1_INTERACTIONS                                              | 2.01 | 0.0193  |
| REACTOME_EXTRACELLULAR_MATRIX_ORGANIZATION                               | 1.96 | 0.0250  |
| REACTOME_NCAM_SIGNALING_FOR_NEURITE_OUT_GROWTH                           | 1.90 | 0.0287  |
| HALLMARK_UV_RESPONSE_DN                                                  | 1.52 | 0.0456  |
| HALLMARK_GLYCOLYSIS                                                      | 1.50 | 0.0492  |
| HALLMARK_HYPOXIA                                                         | 1.53 | 0.0494  |
| HALLMARK_MYOGENESIS                                                      | 1.54 | 0.0535  |
| HALLMARK_ALLOGRAFT_REJECTION                                             | 1.42 | 0.1017  |
| REACTOME_RESPONSE_TO_ELEVATED_PLATELET_CYTOSOLIC_CA2_                    | 1.78 | 0.1033  |
| HALLMARK_APICAL_JUNCTION                                                 | 1.36 | 0.1659  |
| REACTOME_A_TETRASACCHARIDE_LINKER_SEQUENCE_IS_REQUIRED_FOR_GAG_SYNTHESIS | 1.71 | 0.1913  |
| REACTOME_INTEGRIN_CELL_SURFACE_INTERACTIONS                              | 1.69 | 0.2036  |
| HALLMARK_CHOLESTEROL_HOMEOSTASIS                                         | 1.31 | 0.2325  |

**Supplementary Table 2:**

**Hallmark and Reactome GSEA MSigDB Gene sets that were enriched in bulk, non-bone lining adherent 5TGM1 myeloma cells from vehicle-treated mice compared to mice treated with LDN193189 (FDR<0.25). Note no gene sets were enriched in myeloma cells from LDN-treated mice.**

| Cell type                  | Gene Set Name            | NES       | FDR        |
|----------------------------|--------------------------|-----------|------------|
| <b>Stromal progenitors</b> | HALLMARK_G2M_CHECKPOINT  | 1.0402256 | 0.7332428  |
| <b>Stromal progenitors</b> | HALLMARK_E2F_TARGETS     | 1.0377486 | 0.6958631  |
| <b>Stromal progenitors</b> | HALLMARK_MITOTIC_SPINDLE | 0.8427662 | 0.99195504 |
| <b>Osteoprogenitors</b>    | HALLMARK_G2M_CHECKPOINT  | 1.2476387 | 0.5981149  |
| <b>Osteoprogenitors</b>    | HALLMARK_E2F_TARGETS     | 1.0063123 | 0.77475333 |
| <b>Osteoprogenitors</b>    | HALLMARK_MITOTIC_SPINDLE | 0.9143548 | 0.9626063  |

**Supplementary Table 3:**

**Gene set enrichment analysis of gene sets associated with cell cycle in stromal progenitors and osteoprogenitors from LDN-treated vs vehicle-treated myeloma-bearing mice showed no significant enrichment to suggested altered proliferation as a result of LDN treatment.**

**Supplementary Table 4:**

**Patient characteristics associated with clinical samples used to generate BMSC cultures.**

Diagnosis and plasma cell percentage (if relevant) of patient samples used to generate BMSC cultures used to measure gene expression changes in response to LDN (n=7) or BMPR1a treatment (n=4, same patients) (Figure 6H). VCD = Bortezomib, Cyclophosphamide and Dexamethasone treatment; ASCT = autologous stem cell transplant; RCD = Lenalidomide, Cyclophosphamide and Dexamethasone treatment; R = Lenalidomide monotherapy.

| Cellular Target | Fluorochrome | Source                         | Clone                          | Working Dilution |
|-----------------|--------------|--------------------------------|--------------------------------|------------------|
| CD45            | AF700        | eBioscience<br>Cat# 56-0451-82 | 30-F11                         | 1/50             |
| Ter119          | BV650        | Biolegend<br>Cat# 116235       | TER-119                        | 1/50             |
| CD31            | APC          | eBioscience<br>Cat# 17-0311-82 | 390                            | 1/800            |
| Sca-1           | PeCy7        | Biolegend<br>Cat# 122514       | E13-161.7                      | 1/200            |
| ALCAM (CD166)   | PE           | R&D Systems<br>Cat# FAB1172P   | Polyclonal Goat IgG (FAB1172P) | 1/10             |
| Dead cells      | 7AAD         | eBioscience<br>Cat# 00-6993-50 |                                | 1/100            |

**Supplementary Table 5:**

**Antibody panel used for FACS sorting of bone lining niche cells**

| Species | Gene          | Probe      |
|---------|---------------|------------|
| Human   | <i>GAPDH</i>  | Hs999905   |
|         | <i>HAMP</i>   | Hs00221783 |
|         | <i>POLR2A</i> | Hs00172187 |
|         | <i>DKK1</i>   | Hs00183740 |
|         | <i>SMAD6</i>  | Hs00178579 |
|         | <i>ATOH8</i>  | Hs01031629 |
|         | <i>SMAD7</i>  | Hs00998193 |
|         | <i>ID1</i>    | Hs03676575 |
|         | <i>ID3</i>    | Hs00171409 |
| Mouse   | <i>Hprt</i>   | Mm03024075 |
|         | <i>Hamp</i>   | Mm04231240 |
|         | <i>Smad6</i>  | Mm00484738 |
| Rat     | <i>Hprt</i>   | Rn01527840 |
|         | <i>Acvr1</i>  | Rn01449846 |
|         | <i>Bmpr1a</i> | Rn01450292 |
|         | <i>Sost</i>   | Rn00577971 |
|         | <i>Dkk1</i>   | Rn01501537 |

**Supplementary Table 6:**

**Taqman probes used**

# Supplementary material for: Transcriptomic profiling of the myeloma bone-lining niche reveals BMP signalling inhibition to improve bone disease
**Source:** Nat Commun. 2019 Oct 4;10:4533. doi: 10.1038/s41467-019-12296-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description:

**Bone homeostasis gene sets.**

**Lists of genes included in each gene set:**

- (A) Bone loss
- (B) Bone formation
- (C) Bone remodeling (original)
- (D) BMP signaling pathway
- (E) Bone remodeling with BMP pathway supplementation

File Name: Supplementary Data 2

Description:

**Significantly enriched REACTOME gene sets.**

**Lists of genes included in REACTOME gene sets that were significantly enriched in stromal progenitors from LDN-treated myeloma-bearing mice:**

- (A) Nuclear Receptor Transcription pathway
- (B) Extracellular Matrix Formation
- (C) Collagen Formation
- (D) NCAM1 Interactions

# Supplementary material for: Transcriptomic profiling of the myeloma bone-lining niche reveals BMP signalling inhibition to improve bone disease
**Source:** Nat Commun. 2019 Oct 4;10:4533. doi: 10.1038/s41467-019-12296-1
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

N/A

Data analysis

N/A

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA sequencing data have been deposited in NCBI's Gene Expression Omnibus and are accessible through accession code GSE135786 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135786>). Other data are available from the authors upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Taking into consideration '3Rs' guidance in use of animals for scientific research, standard sample size for pharmacological intervention studies was n = 30 mice, 5 per control group, 10 per myeloma-bearing group (power analysis indicated that n=10 mice per group would be required to detect a significant change in tumour burden).                                            |
| Data exclusions | Figures 2, 4, 5 and supplementary Figure 11 microCT and histomorphometric data have missing data values (noted in each legend) relative to total experimental n. This is due to broken/damaged bones at harvest, especially likely if severe bone disease is present. In Fig. 2L two GFP percentage data values are missing from the myeloma + LDN cohort due to sample contamination. |
| Replication     | Experiments were reproduced with attempts at replication successful                                                                                                                                                                                                                                                                                                                    |
| Randomization   | Mice were randomly allocated into groups prior to the experiment                                                                                                                                                                                                                                                                                                                       |
| Blinding        | Investigators were blinded to mouse treatment during analysis                                                                                                                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                    |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/>            | <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                    |

### Antibodies

|                 |                                                 |
|-----------------|-------------------------------------------------|
| Antibodies used | Details of antibodies used are in Table S7      |
| Validation      | Antibodies were fully validated by the supplier |

### Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Huh7 cells (an immortalized human hepatoma cell line) were a gift of Prof Persephone Borrow, University of Oxford. UMR-106 cell line (ECACC, 90111314) was a gift of Dr Philippa Hulley, University of Oxford. JJN3 (DSMZ, ACC 541) and MM1-S (ATCC CRL-2974) cell lines were a gift of Prof Udo Oppermann, University of Oxford. JJN3 myeloma cells (DSMZ, ACC 541) used for in vivo studies were a gift of Dr. Shelly Lawson, University of Sheffield. 2T3 mouse preosteoblasts30 were a kind gift from Dr. Steve Harris, University of Texas Health Science Center at San Antonio and HS5 human stromal cell line were obtained from ATCC (CRL-11882). 5TGM1 and 5TGM1-GFP murine myeloma cells59 were a kind gift from Prof. Gregory Mundy, University of Texas Health Science Center at San Antonio. |
| Authentication                                                    | 5TGM1 murine cell line has no standard authentication available. Authentication based upon function (induction of myeloma in vivo) and production of IgG2bkappa. JJN-3 and MM1.S cells were authenticated by STR. 2T3, HS5, Huh7 and UMR-106 cell lines were not formally authenticated, but cell lines were obtained from trusted sources and behaved throughout experiments according to expectations - eg expressing cell-type specific genes and exhibiting cell-type specific function.                                                                                                                                                                                                                                                                                                              |
| Mycoplasma contamination                                          | All cell lines routinely tested negative for mycoplasma                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | Name any commonly misidentified cell lines used in the study and provide a rationale for their use.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Palaeontology

|                     |                                                                                                                                                                                                                                                                                      |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i>                                                                          |
| Specimen deposition | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods      | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Species: mouse, Strain: KaLwRij, NSG, Age, 12 weeks                                                                                                                                                                                                                                                                                                           |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i> |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                     |
| Ethics oversight        | Animal experiments were undertaken under UK Home Office Project License 30/2996                                                                                                                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                      |
|----------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Patients with or under investigation for myeloma at Oxford University Hospitals NHS Trust, consenting for the use of their bone marrow aspirate samples for research purposes.                                                                                                                                       |
| Recruitment                | All patients with or under investigation for myeloma undergoing bone marrow aspiration, are given the opportunity to consent for donating excess bone marrow cells, plus accompanying anonymised clinical data collected, to research projects under the oversight of the Oxford Radcliffe Biobanking (ORB) program. |
| Ethics oversight           | This work was approved by Oxford Clinical Research Ethics Committee (09/H0606/5 project 13/A238).                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Bilateral femora and tibiae were cleaned, crushed, repeatedly washed to remove all marrow, then minced finely with scissors. Fragments were incubated in sterile 37°C 3mg/ml Type 1 Collagenase (Worthington) in PBS (5% fetal calf serum (FCS), 200U/ml DNase1) on rotation for 30 minutes to allow matrix digestion, after which the released cell suspension was filtered, washed and stored on ice in PBS (5%FCS 2mM EDTA). Bone fragments were subjected to a second 30-minute incubation in fresh Collagenase solution. Cells released from the second incubation were added to those from the first, and all cells treated with FC block then stained with antibody cocktail (antibodies detailed in Supplementary Table S7). They were sorted as per main methods (FACS plots shown in Supplementary Figure S1), with FMO controls used to determine gates. |
| Instrument         | BD FACSAria III Cell Sorter (BD Biosciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Software           | FACSDiva v8.0.1 and Flowjo v10                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Cell population abundance

Representative plots of the abundance of the 4 populations sorted from bone lining cells (GFP+ myeloma cells, CD31+ cells, ALCAM+Sca1- cells and Sca1+ALCAM- cells), as a proportion of the live cell gate, have been added to Figure 1A and Figure S1. The GFP+ myeloma cell abundance in the bone lining fraction varied depending on tumour burden. Purity checks of sorted populations were performed once per sorting session, and purity of sorted populations verified to be over 90%.

## Gating strategy

Gating strategy is laid out in Figure S1. Parent gates for each plot are stated above each plot. Antibodies and sources are detailed in table S7. All gate positions were determined using an FMO (Fluorescence minus one) control for each fluorochrome.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

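RNA-Seq values were analysed for 38 libraries of 100 sorted cells each: endothelial cells, stromal progenitors and osteoprogenitors of healthy and myeloma-bearing mice, and myeloma cells of the bone lining and of the central bone marrow. Groups hold 5 libraries, or 4 for osteoprogenitors. The authors aligned the reads to the mouse genome GRCm38 with STAR, counted them with featureCounts, filtered genes on CPM and calculated RPKM with edgeR, and the deposited values used here are these RPKM values. The raw reads are not used here, nor are other experiments of the paper, including treatment with LDN. The sample conditions are those of the deposited labels, and the letter in each library code was taken as its replicate.

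Reads behind the RPKM values were recovered as whole multiples of the smallest step of each gene, which was possible for all genes in the table, of which 9263 have a library with a single read. This was tested on simulated data with known answers. With 3000 genes drawn from the table, 4 of 30 draws gave at least 1 library a size wrong by a factor of 2, in libraries where at most 15 of the 38 paths between libraries gave the same size. With the full number of genes this happened in 0 of 30 draws, and 99.93% of genes were recovered exactly in the draw that was followed to the reads. In the deposited table at least 37 of the 38 paths gave the same size for every library, odd numbers made up 50.0% to 57.7% of the reads per gene up to 1000, and all 38 libraries had more genes with 1 read than with 2, which a size wrong by a factor of 2 would not leave. Library totals ran from 9735031 to 34883291 reads and scaling factors from 0.627 to 1.60. A lower bound of a fold covers counting error only, since PCR copies were counted without molecular identifiers, and the spread between libraries is given as the SD.

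Comparisons of 2 groups used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(RPKM + 1), for genes above 1 RPKM in at least 4 of the libraries compared, with Benjamini-Hochberg adjusted p below 0.1 and an absolute log2 fold change above 1. The change in stromal progenitors was compared with that in osteoprogenitors as an interaction in limma. On simulated reads with 200 genes changed 8-fold, limma on the libraries compared called 100% of them at a dispersion of 0.1, and 15.5% to 27.5% at a dispersion of 1, with 1.48% to 6.10% and 7.55% to 17.2% of its calls false. Voom-limma on all 38 libraries called 41.5% to 88.5% of them at a dispersion of 0.1, with at most 2.35% of its calls false. At a dispersion of 1 it called 48.5% in endothelial cells, with 45.5% of its calls false, and 16.0% to 27.5% in the other comparisons, with 17.9% to 23.8% false. Voom-limma on the libraries compared called 0.0% to 3.5% at this dispersion. The dispersion of the real libraries was not set beside these values. Zeros in genes abundant in the other libraries of a group were not modelled, so these rates hold for the simulated reads only. Single genes that the paper names, and the ratio of Tnfsf11 to Tnfrsf11b, were tested by exact permutation of the library labels.

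Gene sets were tested on genes ranked by signal-to-noise ratio, with the SD at least 0.2 of the mean, exponent 1, 10000 random gene sets and seed 1296, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. Figures were drawn with matplotlib 3.10.9. On simulated rankings of 9000 genes, 39 of 1000 random sets and 1000 of 1000 shifted sets had p below 0.05. Camera and fry of limma were run beside it. Sets were the BMP signalling list of the supplement and lists of interferon response and cell cycle genes written by hand. Further lists written by hand held erythroid, neutrophil, macrophage and osteoclast, plasma cell and sex-linked genes, and, added after the data were seen, immediate-early, heat shock and further neutrophil genes. Splits of the libraries into groups of the same sizes were counted, at most 100 per comparison. The real split is part of each count and of each total, and label permutation of sets is given as these counts.

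The genes named in the text were set by rule: the genes that the paper names, the 5 genes with the largest rise and the 5 with the largest fall past both thresholds in each comparison, and the 3 members of each list at either end. The values of 1 of these genes are not reported here. Alternatives covered the pseudocount, the filter, the threshold, the libraries in the fit, the trend, scaling, array weights, a block for replicate letters, the ranking and weight of the enrichment score, and leaving out each replicate. Voom-limma on the recovered reads was added after the data were seen.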

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

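The counts of other splits of the libraries, and the tests of carried-over RNA, were chosen only after the results were seen, and the tests of neutrophil transcripts, ribosomal RNA, the release from bone and the members of the BMP set were set out before theirs. Each count of splits includes the real split.

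In 84 groups of 4 to 10 libraries, 12 had a library at one end that lay far from the others by Dixon's test, where 4.2 are given by chance. In 3 of these 12 every other library was at 0, which fixes the ratio of the test at 1 for any value. Of the 81 groups left 9 had such a library, where 4.05 are given by chance, so some of these need no explanation. Among myeloma cells of the central marrow, replicate E had 17972882 reads (nearest 14357099), replicate I had 8167 genes above 1 RPKM (nearest 8386) and replicate D had 5.80% of its reads on the ribosomal RNA gene Rn45s (nearest 2.63%). Replicate N of the healthy osteoprogenitors had 8789 genes above 1 RPKM (nearest 7746). Sh3bgrl3 was at 44.6 RPKM in replicate E of the bone lining (nearest 12.6). In groups otherwise at 0, Bmpr1b was at 0.846 RPKM and Ifi27l2a at 0.342 RPKM in replicate M of the healthy osteoprogenitors, and Tnfsf11 was at 0.0205 RPKM in replicate N of the healthy stromal progenitors. No biological explanation was tested for these libraries.

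Replicate J of the stromal progenitors of myeloma-bearing mice had 18.1% of its reads on Rn45s, against at most 1.76% in the others of its group. A gene that takes so many reads could lower the values of all others. The median log2 ratio of its other genes to the other 4 libraries was 0.245, and the same ratio ran from 0.167 to 0.393 in the other libraries. The deposited values are scaled for such a loss, with a factor of 0.627 for this library, the lowest of all 38, so the ratio was set by the scaling and the loss cannot be told apart from its absence.

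The summed RPKM of 5 neutrophil genes was 7273 in replicate L of the healthy stromal progenitors (nearest 292.4) and 8119 in replicate E of the myeloma-bearing (nearest 122.1). It was 21.3 in replicate J of the endothelial cells of myeloma-bearing mice (nearest 0.716). S100a8 was at 4728 and 5174 RPKM in the first 2 of these libraries. Of 22 further neutrophil genes 5 had values, and 2 of these, Mmp8 and Pglyrp1, had their 2 highest values in the same 2 libraries, where a gene does so by chance in 1 of 45 pairs (binomial p = 0.00472). Neutrophils, or their RNA, among the sorted cells are a candidate source. Anxa3, Cybb and Prtn3 did not follow, and an infiltrate in the mice stays open.

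The score of the BMP signalling set differed by -0.897 between endothelial cells and stromal progenitors, and by 0.716 between stromal progenitors and osteoprogenitors. Neither passed 0.05 after adjustment over 9 tests. Different members pass the filter on low values in each cell type, which could set the scores apart. Over the 19 members that pass in all of them, the score of stromal progenitors exceeded the higher of the others by 0.891, so this alone is argued against. Over these members the score was 0.477 in stromal progenitors (permutation p = 0.0624), so the rise there was no longer below 0.05. It was -0.597 in endothelial cells (permutation p = 0.0024) and -0.413 in osteoprogenitors (permutation p = 0.204). Of 100 splits of the libraries, 2 gave a score as far from 0 in stromal progenitors, 17 of 100 did in endothelial cells, and 23 of 35 in osteoprogenitors. A difference between the cell types in their response to myeloma stays open, as a hypothesis.

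Ifi27l2a in osteoprogenitors, with a fitted log2 fold change of 6.35, is not discussed in the paper. RNA of myeloma cells carried over in the sort could raise it, but their mean of 38.1 RPKM would have to make up 285.5% of the RNA. In libraries of myeloma-bearing mice it was at 374.3 to 1243 RPKM in endothelial cells and 138.4 to 897.5 RPKM in stromal progenitors. RNA carried over from these cells was not tested and stays open. Of 35 splits, 3 gave as many genes past the thresholds, and 18 as many at an unadjusted p below 0.05, so a grouping by chance stays open for the count. Reads of its paralog stay open as well.

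Fos, with a log2 fold change of 4.05 between the niches, is not discussed in the paper either. Fos and Fosb were not called by voom-limma on the recovered reads, alone, with a replicate block or in the fit of all libraries. Nor were they called with no filter, with the filter over all libraries or without replicate D. Limma called both with a pseudocount of 0.1, array weights or a replicate block, and without E, G, I or J. RNA of niche cells carried over in the sort could bring Fos, Cd69 and Fosb. Abundant niche transcripts gave a share of at most 0.127% in the median over the cell types, where Fos needs 3.89% to 6.77% and Fosb 4.35% to 12.9%, which argues against it. Cells of the bone lining were released with collagenase at 37 °C, and a response to this is a candidate explanation. Of 40 immediate-early genes listed, 37 were in the table, 5 of them were left out as already called, and 21 were tested. Of these, 17 were higher in the bone lining (enrichment score 0.802, permutation p = 0.0002, the smallest that it can give). Of 16 heat shock genes, 13 were tested and 9 were higher (permutation p = 0.214), and heat during the digestion cannot be told apart from its absence with so few genes. The paper describes central marrow as flushed from the cavity, for mice treated with LDN193189 or vehicle, so niche and preparation are confounded, and activation of myeloma cells in the bone lining stays open. Of 100 splits, 1, the real one, gave as many genes past the thresholds between the niches, but 22 gave at least the 530 genes found at an unadjusted p below 0.05.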

How the results depend on the processing

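Alternatives were chosen before the data were examined, except voom-limma on the recovered reads, which was chosen after they were seen. Where an alternative changed a result, the cause was not tested.

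The number of genes in endothelial cells, 0, became 2 with no filter, 2 with the filter over all 38 libraries, 3 without a trend, 258 with all 38 libraries in a single fit, 17 with voom and 251 with voom in that fit. In stromal progenitors 0 became 1, 31, 8 and 82 without a trend, with all 38 libraries, with voom and with voom in that fit. In osteoprogenitors 1 became 0 with no filter and 0 with the filter over all libraries, 2 without a trend, 2 with array weights, 16 with all 38 libraries, 13 with voom and 28 with voom in that fit. Between the niches 18 became 1 with no filter, 1 with the filter over all libraries, 9 with voom, 12 with voom in the fit of all libraries and 6 with voom and a replicate block. It was 12 with the replicate block alone, and libraries of the same letter had no correlation above 0.1 after group means were removed. It was 12 with a pseudocount of 0.1 and 26 with all 38 libraries. The interaction, 0, became 1 with a pseudocount of 0.1, 16 with all 38 libraries, 3 with voom and 16 with voom in that fit. With voom in the fit of all libraries the overlap was 22 and the number of bone set members called was 3.

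The p-value of the BMP set in endothelial cells became 0.0118 with an unweighted score. In stromal progenitors it became 0.150 with an unweighted score, 0.357 and 0.566 with limma ranking at pseudocounts of 1 and 0.1, 0.0518 without Bmpr1b, 0.334 and 0.335 in camera with preset and estimated correlation, and 0.454 in fry. For the interferon list fry gave 0.0186 in stromal progenitors and 0.0500 in osteoprogenitors, where camera with an estimated correlation gave 0.0469. For the cell cycle list in endothelial cells an unweighted score gave 0.0674, limma ranking 0.0710 and 0.138, the Reactome set 0.280, camera with an estimated correlation 0.134 and fry 0.102. In stromal progenitors the filter over all libraries gave 0.0078, no filter 0.0082, and the Reactome set, with the direction reversed, 0.205. In osteoprogenitors these filters gave 0.0058 and 0.0060. The change of Bmpr1a in stromal progenitors was -0.202 in raw RPKM, and Bmpr1a against Bmpr1b was 5.43 and 6.92 with a pseudocount of 0.1.

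Leaving out each replicate, the niches gave 3 to 16 genes (3 without D, 10 without G), osteoprogenitors 0 to 1 (0 without G, I or J, where the filter on low values removes Ifi27l2a before the test), and stromal progenitors 0 to 1 (1 without C, L or M). The interaction gave 0 to 1 (1 without C), and the overlap 0 to 1 (1 without C, L or M). The BMP set had p from 0.0360 to 0.844 in endothelial cells (0.0360 without C, 0.0464 without D), 0.0168 to 0.163 in stromal progenitors (0.0978, 0.163, 0.132 and 0.131 without G, I, M and O) and 0.224 to 0.905 in osteoprogenitors (reversed without G, at 0.697, and M, at 0.668). The cell cycle list had p from 0.0050 to 0.104 in endothelial cells (0.104, 0.0422 and 0.0370 without C, E and G, not below 0.05 after adjustment) and 0.211 to 0.860 in osteoprogenitors (reversed without D, G, L, N or O). Bmpr1a changed by -0.93 to 0.0320 in osteoprogenitors and by -0.0419 to 0.96 in stromal progenitors, each reversed without L. The ratio of Tnfsf11 to Tnfrsf11b differed by 0.153 to 0.259, with an exact p of 0.0571 in each, the smallest possible.

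Among single genes, log2 fold changes without a replicate ran from -0.57 to 0.83 for Dtx3l and -0.58 to 0.0306 for Psmb9 and -0.20 to 0.96 for Rrm1 in endothelial cells. They ran from -0.52 to 0.85 for Ifi35, -0.47 to 0.63 for Ifih1 and -0.71 to 0.81 for Mcm6 in stromal progenitors, and from -1.86 to 0.0390 for Rfc3 and -1.50 to 0.73 for Rfc4 in osteoprogenitors. Rfc3 in osteoprogenitors was 0.50 with array weights. In stromal progenitors Mcm5 was 0.85 with voom and 0.85 with voom in the fit of all libraries, and Mcm6 was -0.00876 with a pseudocount of 0.1, -0.67 with array weights, -0.10 with voom and -0.0866 with voom in the fit of all libraries.

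Of 379 values of 25 results, 117 with another setting and 172 without a replicate were classed as the same. For counts this class was wide, and between the niches it held 12 and 26 genes against 18. Of the other values 29 and 12 moved, 2 and 9 were reversed, 16 and 15 became weaker and 5 and 2 stronger. Of 1498 values of 81 genes, 701 and 621 were classed as the same. Another 69 and 23 became weaker, 53 and 2 stronger, and 7 and 22 were reversed.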

Differences from the paper's values

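Between the niches the paper gives 6 differentially expressed genes, and limma gave 18. None of the alternatives set before the data were examined closed this gap, including the replicate block, with 12. Voom-limma on the recovered reads of the same libraries gave 9, with a replicate block 6, and in the fit of all 38 libraries 12, all chosen after seeing the values.

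In endothelial cells the paper gives 251 genes, and limma gave 0, with 414 at an unadjusted p below 0.05 (369 in the median of other splits). Of the alternatives set before the data were examined, all 38 libraries in a single fit gave 258 and the others did not close the gap. Voom-limma, the method that the paper names, gave 251 in that fit, equal to the paper's count. This setting was chosen after seeing the values.

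In stromal progenitors the paper gives 82 genes, and limma gave 0, with 437 at an unadjusted p below 0.05 (427 in the median of other splits). In osteoprogenitors the paper gives 28, and limma gave 1. None of the alternatives set before the data were examined closed these gaps, the nearest being all 38 libraries in a single fit, with 31 and 16. Voom-limma, the paper's method, gave 82 and 28 in that fit, equal to the paper's counts. This setting was chosen after seeing the values.

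The paper gives 18 genes in the overlap of both approaches in stromal progenitors, and 0 were found here. Limma called 0 genes there (437 at an unadjusted p below 0.05, 427 in the median of other splits), so that the overlap had to be 0. None of the alternatives set before the data were examined closed the gap. Voom-limma in the fit of all libraries, chosen after seeing the values, gave 22. It called 17 of the genes of Fig. 1e, Bmpr1b among them.

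The paper lists Pdgfra, Cxcr4 and Vcam1 as enriched in stromal progenitors, myeloma cells and endothelial cells. Here each had its highest mean there, but was not past the threshold against every other cell type. The paper describes cell cycle sets as enriched in stromal progenitors. Here the permutation p of the cell cycle list was 0.57 there, and 0.0082 with no filter on low values and 0.0078 with the filter over all 38 libraries, both set before the data were examined. The paper has more changed genes in stromal progenitors than in osteoprogenitors, against 0 and 1 here. In Fig. 1f, 14 genes belong to the BMP signalling set, against the paper's 13.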

Other observations

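The tests in this part were chosen only after the results were seen, except for that of sequencing depth.

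With limma on the libraries compared, 0 genes were called in endothelial cells, in stromal progenitors and in the interaction, which every split matches. Unadjusted p-values below 0.05 were found for 414, 437 and 437 genes, and 23 of 100, 38 of 100 and 96 of 100 splits gave as many. With voom-limma in the fit of all 38 libraries, 30 of 100 splits gave as many genes as the real one in endothelial cells (median of the others 197, highest 914), 14 of 100 in stromal progenitors (53 and 129) and 19 of 35 in osteoprogenitors (28 and 84). Between the niches, 5 of 100 did (3 and 16). By genes at an unadjusted p below 0.05, 24 of 100, 30 of 100, 25 of 35 and 1 of 100 splits gave as many. A spread shared with less variable cell types is a candidate explanation for so many calls in other splits of endothelial cells and stromal progenitors. The spread within endothelial cells was 1.31 times the shared estimate in the median, within stromal progenitors 1.1, osteoprogenitors 0.852 and myeloma cells 0.460 times. The spread of osteoprogenitors was above the shared estimate for only 32.5% of genes, so their calls in other splits are left without an explanation. Which of the genes called in that fit are changed by myeloma stays open.

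For the interferon list, 1 of 100 splits gave a score as far from 0 in endothelial cells, 3 of 100 in stromal progenitors and 2 of 35 in osteoprogenitors. RNA of myeloma cells might carry interferon transcripts, but plasma cell transcripts gave a share of at most 0.0236% in the median, where the interferon genes need 272.5% to 1320% in the median of each cell type. Myeloid cells among the sorted cells might bring them too. Of 14 myeloid genes listed, 6 that healthy niche cells express were left out. The summed RPKM of the other 8 was above every healthy library of the same cell type in only 4 of 14 libraries of myeloma-bearing mice, against 12 of 14 for the interferon genes. Neutrophil transcripts in healthy replicate L may set this bar high in stromal progenitors. Median sums in myeloma-bearing and healthy mice were 2.01 and 18.0 RPKM there, 2.34 and 12.4 in osteoprogenitors, and 0.358 and 0.0920 in endothelial cells. This argues against myeloid cells in the first 2 cell types and leaves them open in endothelial cells. A response of the niche to myeloma is left as a hypothesis. For the cell cycle list, 12 of 100, 60 of 100 and 35 of 35 splits gave scores as far from 0.

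Bmpr1b in stromal progenitors could rise through RNA of other sorted cells, but its highest mean elsewhere, 1.22 RPKM in osteoprogenitors of myeloma-bearing mice, would have to make up 388.6% of the RNA. A change of these cells in myeloma stays open, as a hypothesis.

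Many genes had 0 reads in a library while abundant in the others of its group. Low sequencing depth could leave such zeros, but over 7785 such values the median number of reads expected was 586.4, and 99.8% had at least 10 expected. The number of RNA molecules captured from 100 cells was not tested.

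Of 9 erythroid genes 2 were in the table, and their sum ran from 6.37 to 3189 RPKM (median 764) in myeloma cells of the central marrow and from 0.111 to 293.9 RPKM in those of the bone lining. Replicate L of the healthy stromal progenitors was at 1379 RPKM. Of 12 macrophage and osteoclast genes 9 were in the table, and of the 2, 4 and 4 that could be tested in endothelial cells, stromal progenitors and osteoprogenitors, 0 had an unadjusted p-value below 0.05. Of 14 plasma cell genes 10 were in the table, with a median sum of 8181 RPKM in the bone lining and 7245 RPKM in the central marrow, and of the 2, 3 and 3 that could be tested 0 had one. Of the neutrophil genes 5 could be tested in stromal progenitors and 2 in osteoprogenitors, and 0 had one, while none could be tested in endothelial cells. Of 5 sex-linked genes only Xist was in the table, at 0.0119 to 1.13 RPKM in myeloma cells and 2.43 to 115.5 RPKM in niche cells. Sources of the erythroid and sex-linked transcripts were not tested.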
